# Dynamic repression by BCL6 controls the genome-wide liver response to fasting and steatosis

**DOI:** 10.7554/eLife.43922

**Published:** 2019-04-15

**Authors:** Meredith A Sommars, Krithika Ramachandran, Madhavi D Senagolage, Christopher R Futtner, Derrik M Germain, Amanda L Allred, Yasuhiro Omura, Ilya R Bederman, Grant D Barish

**Keywords:** fasting, steatosis, liver, BCL6, PPAR, repressor, repression, PPARD, PPAR delta, PPARA, PPAR alpha, SMRT, NCOR, HDAC, HDAC3, NAFLD, non-alcoholic fatty liver disease, BCL-6, B-cell lymphoma 6, ketosis, fatty acid oxidation, high fat diet, ChIP-seq, transcription, enhancer, nuclear receptor, Mouse

## Abstract

Transcription is tightly regulated to maintain energy homeostasis during periods of feeding or fasting, but the molecular factors that control these alternating gene programs are incompletely understood. Here, we find that the B cell lymphoma 6 (BCL6) repressor is enriched in the fed state and converges genome-wide with PPARα to potently suppress the induction of fasting transcription. Deletion of hepatocyte *Bcl6* enhances lipid catabolism and ameliorates high-fat-diet-induced steatosis. In *Ppara*-null mice, hepatocyte *Bcl6* ablation restores enhancer activity at PPARα-dependent genes and overcomes defective fasting-induced fatty acid oxidation and lipid accumulation. Together, these findings identify BCL6 as a negative regulator of oxidative metabolism and reveal that alternating recruitment of repressive and activating transcription factors to shared cis-regulatory regions dictates hepatic lipid handling.

## eLife digest

Obesity has nearly tripled worldwide since the 1970s. A major health concern related to obesity is that excess fat can spill into organs such as the liver. This can lead to fatty liver disease or even liver cancer. Therefore, it is important to fully understand the mechanisms that lead to fat accumulation in the liver in order to develop new treatments.

Our bodies are designed to even out the highs and lows of an unpredictable diet by storing and releasing calories. When we are well-fed, liver cells switch on genes involved in making fat. When we have not eaten for a while, they switch them off and turn on genes involved in burning fat. Each switch involves thousands of genes, controlled by proteins called transcription factors. Some work as activators, turning genes on, whilst others work as repressors, turning genes off.

For example, the transcription factor PPAR alpha is a well-known activator that helps to regulate fat burning. However, we know much less about the repressors that stop cells burning fat when there is plenty of food available. To find out more, Sommars et al. studied the repressor BCL6 in mouse liver cells.

The results revealed that BCL6 interacts with hundreds of the same genes as PPAR alpha. When the mice were eating, BCL6 turns off the genes involved in fat burning, but when they were starved PPAR alpha activated those genes. However, when BCL6 was experimentally removed, many fat-burning genes were permanently switched on. So, even when mice were fed a high-fat diet, they burned off fat in their livers.

Understanding the role of genetic switches like PPAR alpha and BCL6 is crucial for understanding how and why our bodies store energy. This could help us to create treatments that enhance the liver's ability to burn excess fat.

## Introduction

The classical studies of Jacob and Monod on the bacterial *lac* operon established a central paradigm for transcriptional repression to direct metabolic responses and sustain life in an environment of discontinuous food supply (Jacob and Monod, 1961; Payankaulam et al., 2010). In metazoans, nutrient-elicited transcription likewise coordinates the feeding to fasting transition of metabolism, yet a gap remains in our knowledge of the participating factors and their genomic coordination. In the fed state, sterol and carbohydrate regulatory element-binding proteins (SREBP and ChREBP) direct lipogenesis and glycolysis (Abdul-Wahed et al., 2017; Horton et al., 2002). Conversely, fasting disinhibits forkhead box transcription factors (FOXOs) and activates glucocorticoid receptor (GR) and cAMP response element binding protein (CREB) to promote gluconeogenesis (Rui, 2014). Extended fasting further stimulates peroxisome proliferator-activated receptor alpha (PPARα) to induce fatty acid oxidation, ketogenesis, and the fasting hormone FGF21 (Badman et al., 2007; Inagaki et al., 2007; Kersten et al., 1999; Leone et al., 1999). Despite progress revealing these various transcriptional activators, their dynamic genome-wide regulation and the influence of additional factors, particularly repressors, on the feeding to fasting transition remains poorly understood (Goldstein and Hager, 2015).

Recently, fasting-regulated enhancers were mapped using H3K27 acetylation ChIP- and DNase I hypersensitivity sequencing and footprinting, which inferred the presence of unknown repressors at regions enriched with STAT motifs (Goldstein et al., 2017). Our focus turned to B-cell lymphoma 6 (BCL6), a key immune cell repressor with affinity for STAT-like DNA recognition sequences (Dent et al., 1998; Dent et al., 1997; Zhang et al., 2012). BCL6 is a member of the ZBTB family of C2H2-type zinc finger proteins and represses transcription through a variety of interactions with corepressors including SMRT, NCoR, BCoR, CtBP, MTA3/NuRD, and HDACs (Basso and Dalla-Favera, 2012). Although well-recognized for critical roles in B-cell and T-cell development and lymphomagenesis, BCL6 is also broadly expressed outside of the immune system where its functions are largely unknown.

In this work, using genome-wide DNA binding and transcriptomic analyses as well as hepatocyte-specific gene targeting, we reveal an unexpected role for BCL6 as a potent antagonist of PPARα-directed gene regulation. We find that BCL6 and PPARα bind independently at thousands of shared regulatory regions in sub-nucleosomal proximity, often at multiple locations along the same gene. Genes harboring these BCL6-PPARα regulatory modules constitute over 50% of fasting-responsive transcripts and exhibit particularly dynamic expression. Moreover, we find that ablation of hepatocyte *Bcl6* increases lipid oxidation, prevents high-fat-diet-induced steatosis, and reverses fasting-related defects in *Ppara^-/-^* mice including aberrant enhancer activity, transcription, ketosis, and lipid accumulation. These restorations in *Ppara^-/-^* mice devoid of liver *Bcl6* were linked to loss of HDAC3-containing BCL6 repressive complexes and enhanced recruitment of PPARδ to BCL6-PPAR shared enhancers. Together, these findings establish BCL6 as a critical repressor of oxidative metabolism.

## Results

### BCL6 colocalizes with PPARα at fasting-regulated genes controlling lipid oxidation

To establish the genomic sites for BCL6 regulation, we used ChIP-seq to map its genome-wide set of cis-acting targets (cistrome) in liver. 

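For BCL6 and PPARα, chromatin from livers of C57BL/6 mice was immunoprecipitated and sequenced with 3 biological replicates from ad libitum fed mice and 3 from mice fasted for 16 to 18 hr. BCL6 was also mapped in 3 livers of fed *Bcl6 fl/fl* mice, the controls of the liver knockout. The authors aligned the reads to mm10 with Bowtie, kept uniquely mapped reads and at most 1 read per start position, and called peaks with HOMER on pooled replicates against input chromatin. DESeq2 was then run on the tags of the individual libraries, and only peaks with at least 2-fold enrichment and a false discovery rate under 0.05 were kept. Each deposited list gives the chromosome, start and end of its peaks and no tag count, score or p-value. The depth of the libraries is therefore unknown from the lists, no value carries an error between replicates, and a site can only be scored as called or not called in a feeding state. Within a list all peaks have the same width, which was between 202 and 222 bp in the 5 BCL6 and PPARα lists. Fed and fasted peaks of a factor were combined here into sites by joining peak centers that lie within 200 bp, the distance used in the study, with every group of joined centers counted once. Gene positions were taken from RefSeq transcripts of the same genome build. Confidence intervals of shares are 95% Wilson intervals, which cover counting error only, and tests that count sites treat them as units although they are not replicates.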

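In fed C57BL/6 livers the BCL6 list held 15642 peaks on 21 chromosomes, each 216 bp wide and together covering 3378672 bp. A promoter was defined as the region from 1000 bp upstream to 100 bp downstream of a transcription start site (TSS). By this definition, 4.36% of the fed BCL6 peaks (95% confidence interval 4.05% to 4.69%) had their center in a promoter. A further 52.4% were intragenic (51.6% to 53.1%) and 43.3% were intergenic (42.5% to 44.1%).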

Under fed conditions, we identified over fifteen thousand high confidence BCL6 binding sites from three biological replicates. 

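To relate fed BCL6 peaks to genes, each peak was assigned to the protein-coding gene with the nearest TSS within 1 Mb. The number of peaks near a gene family fixed in advance was compared with the share of the genome that lies nearest to that family, by a one-sided binomial test with Benjamini-Hochberg adjustment over 11 families. Acyl-CoA thioesterase genes (*Acot*) had 21 peaks near 7 of 13 genes, 2.11-fold the expected number (adjusted p = 0.00331). Acyl-CoA dehydrogenases (*Acad*) had 9 peaks, 4.36-fold the expected number (adjusted p = 8.13e-04). Fatty acid ω-hydroxylases (*Cyp4a*) had 11 peaks (4.27-fold, adjusted p = 2.94e-04) and carnitine palmitoyltransferases (*Cpt*) had 4 (5.48-fold, adjusted p = 0.0122). Mitochondrial carriers (*Slc25a*) had 51 peaks, 2.77-fold the expected number (adjusted p = 1.85e-09), whereas subunits of respiratory complex I (*Nduf*) had 12 (0.678-fold, adjusted p = 1). For the peroxisome biogenesis genes (*Pex*) the count was 3, or 0.268-fold (adjusted p = 1). The 22 lipid genes that the paper names, a list chosen partly on these data, had 76 peaks near 17 genes, 6.24-fold the expected number. Among comparison families, ribosomal protein genes had 40 peaks (1.03-fold), keratins 6 (0.803-fold) and olfactory receptors 35 (0.183-fold). When only a TSS within 100 kb was accepted, the ratio for *Acot* rose to 5.08 and ribosomal protein genes also passed the test, at 1.64-fold (adjusted p = 0.00818). Several peaks can lie near 1 gene, and the test treats them as independent.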

Ontologies for nearby genes were dominated by lipid and ketone metabolism, PPAR signaling, and functions in peroxisomes and mitochondria (Figure 1A). Additionally, motif analysis of BCL6 binding sites compared to random whole genome sequences revealed striking enrichment of response elements not only for BCL6 but also for lipid-activated PPAR nuclear hormone receptors (Figure 1B) (Evans et al., 2004), the pioneer factor FOXA1, the enhancer remodeler C/EBP (Grøntved et al., 2013), and the developmental and lipid regulatory factors HNF4 (Hayhurst et al., 2001; Li et al., 2000) and HNF6 (Clotman et al., 2005; Zhang et al., 2016). 

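Windows of 50 bp at the centers of the fed BCL6 peaks were scanned on both strands for fixed consensus sequences, beside an equal number of random genome windows from the same chromosomes. Counts were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 7 elements. The BCL6 element TTCCTAGAA, with 1 mismatch allowed, occurred in 784 peak windows (5.01%, 95% confidence interval 4.68% to 5.37%) and 260 random windows (1.66%), an odds ratio of 3.12 (adjusted p = 5.18e-63). The PPAR element AGGTCAAAGGTCA, a direct repeat with a 1 bp spacer (DR1) scanned with 2 mismatches allowed, occurred in 263 and 27 windows (odds ratio 9.89, adjusted p = 8.58e-50). Exact matches to the FOXA1 sequence AAGTAAACA were found in 79 and 17 windows (odds ratio 4.67, adjusted p = 1.31e-10). For C/EBP, matches to ATTGCGCAAC with up to 1 mismatch numbered 132 and 5 (odds ratio 26.6, adjusted p = 6.03e-33). HNF6 had the most matches after BCL6, with TATTGATY in 631 peak windows against 70 random windows (odds ratio 9.35, adjusted p = 3.29e-115). No HNF4 sequence was scanned. Reading the same sequences backwards, without complementing them, gave odds ratios between 0.521 for FOXA1 and 2.00 for C/EBP. With 1 mismatch fewer allowed, the C/EBP element was left in 0.0128% of peak windows and in no random window, which was not past the threshold (Fisher's exact test, p = 0.500). The paper scanned with repeats masked. With repeats masked here, a setting chosen after seeing the data, the BCL6 element was found in 4.43% of peak windows.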

Highly similar BCL6 peak calling, gene ontology and motif analysis was obtained using either wild-type liver input chromatin or BCL6 ChIP-seq from livers of hepatocyte-specific *Bcl6* knockouts (*Bcl6^LKO^* mice) as background controls for enrichment (Figure 1—figure supplement 1A and B) indicating that the liver BCL6 cistrome reflected binding events specific to hepatocytes.

**Figure 1.**
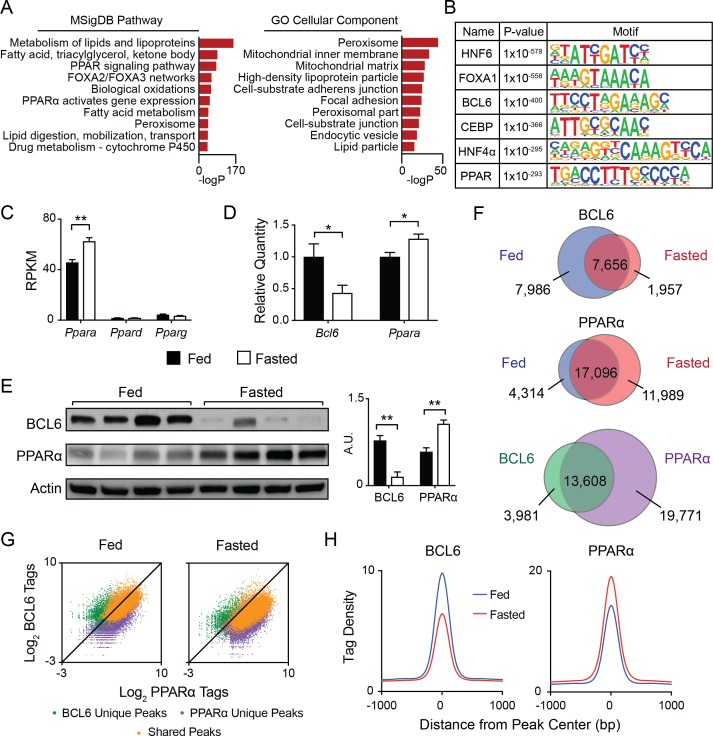
BCL6 converges with PPARα at fasting-regulated lipid genes. (**A**) MSigDB Pathway and Gene Ontology (GO) Cellular Compartment analysis of BCL6 ChIP-seq binding sites. (**B**) Motif enrichment analysis of BCL6-bound regions. (**C**) Gene expression as measured by reads per kilobase of transcript per million reads (RPKM) of *Ppara*, *Ppard*, and *Pparg* in control (*Bcl6^fl/fl^*) mouse liver samples. N = 4 per group. (**D**) qPCR of *Bcl6* and *Ppara* in fed and fasted *Bcl6^fl/fl^* mouse livers. N = 6–7 per group. (**E**) Western blot analysis of BCL6 and PPARα protein levels in *ad libitum* fed and overnight fasted C57BL/6 mouse livers. Densitometry normalized to actin levels is shown (right). (**F**) Venn diagrams comparing liver ChIP-seq peaks from *ad libitum* and overnight fasted mice using antibodies against BCL6 (top) and PPARα (middle). Overlap between combined fed and fasted BCL6 and PPARα binding sites (based on a distance between peak centers of <200 bp) is shown (bottom). ChIPs were performed in biological triplicates. (**G**) BCL6 and PPARα ChIP-seq tag densities at BCL6 unique, PPARα unique, or shared BCL6-PPARα peaks in fed and fasted states. (**H**) BCL6 (left) and PPARα (right) tag densities at BCL6-PPARα shared peaks in fed or fasted livers. N = 3 per group. A two-tailed Student’s t-test assuming equal variance was used to compare mean values between two groups. Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

**Figure 1—figure supplement 1.**
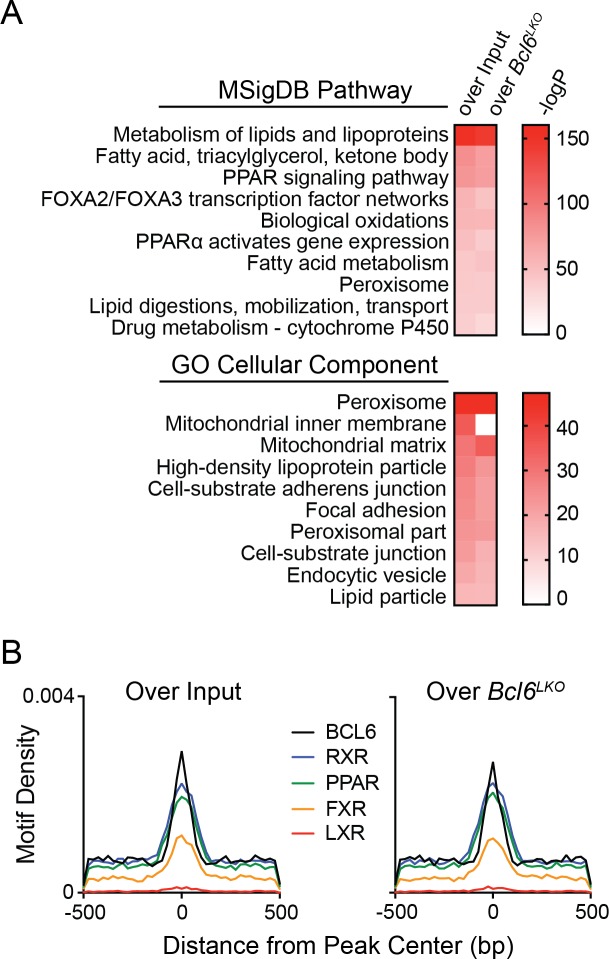
BCL6 liver ChIP-seq reflects binding events specific to hepatocytes. (**A, B**) MSigDB Pathway/Gene Ontology analysis (**A**) and motif densities (**B**) for BCL6 ChIP-seq peaks identified in wild-type livers, as determined by enrichment over input chromatin or over BCL6 ChIP-seq in *Bcl6^LKO^* liver samples.

**Figure 1—figure supplement 2.**
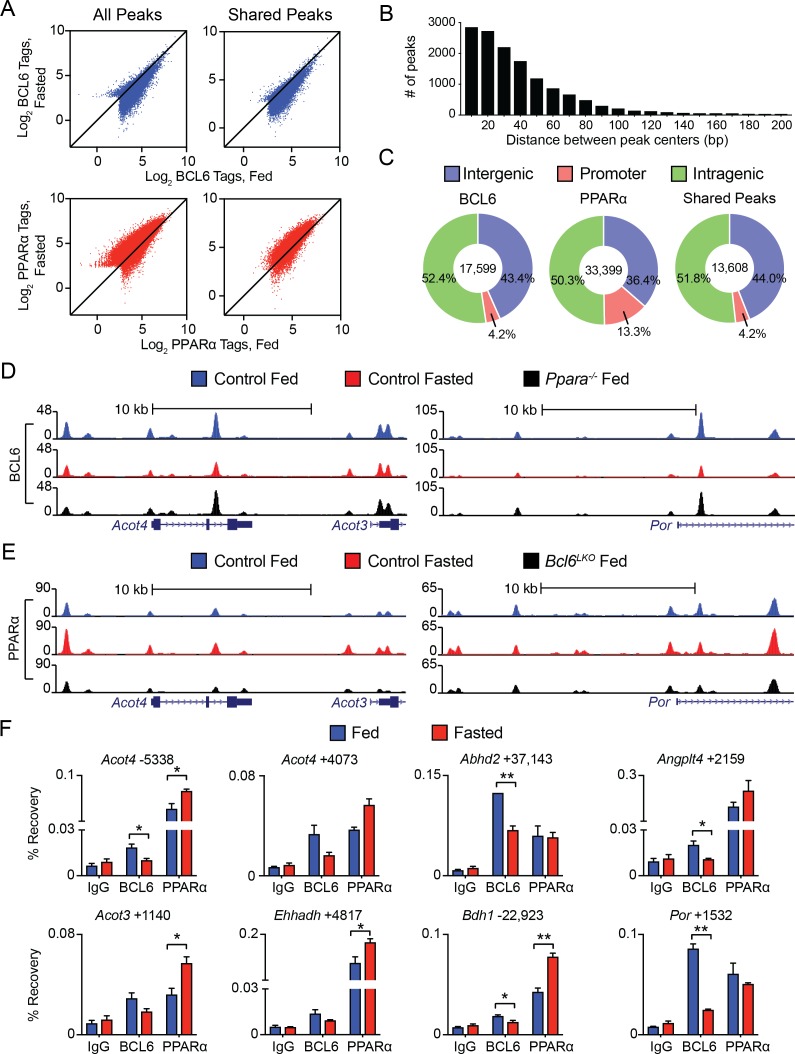
BCL6 and PPARα reciprocally bind to shared regulatory regions near fasting genes. (**A**) Fed and fasted BCL6 (top) and PPARα (bottom) ChIP-seq tag densities at all respective sites (left panel) or at shared sites (right panel). (**B**) Histogram of distances between BCL6 and PPARα peak centers; distances < 200 bp are shown. Bin width is 10 bp. (**C**) Genome-wide distributions of BCL6, PPARα, and shared BCL6-PPARα ChIP-seq peaks at intergenic, promoter, and intragenic regions. (**D,E**) UCSC genome browser tracks for ChIP-seq of BCL6 (**D**) or PPARα (**E**) in control fed (blue), control fasted (red), and genetic knockout samples as indicated in legend (black). (**F**) ChIP-qPCR using pre-immune IgG, BCL6, and PPARα antibodies at shared BCL6-PPARα binding sites in fed and fasted livers. Enriched regions are located at the indicated distance (in base pairs) away from the TSS of specified genes. ChIPs were performed in technical duplicates and biological triplicates. A two-tailed Student’s t-test assuming equal variance was used to compare mean values between two groups. Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

Based on motif predictions, we pursued the possibility of genomic convergence between BCL6 and PPARs. Direct quantification of TF consensus sites near BCL6 binding sites further reflected enrichment of motifs for PPARs, its heterodimeric partner RXR, and to a lesser extent FXR, whereas motifs for other abundant liver transcription factors such as LXR were absent (Figure 1—figure supplement 1B). 

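The same scan of 50 bp windows covered an element for FXR and an element for LXR. The FXR element AGGTCANTGACCT, an inverted repeat scanned with 1 mismatch allowed, occurred in 25 of the fed BCL6 windows (0.160%, 95% confidence interval 0.108% to 0.236%) and 2 random windows, an odds ratio of 12.5 (Fisher's exact test, adjusted p = 6.54e-06). The LXR element AGGTCANNNNAGGTCA, a direct repeat with a 4 bp spacer and 1 mismatch allowed, occurred in 16 (0.102%, 0.0630% to 0.166%) and 4 windows, an odds ratio of 4.00 (adjusted p = 0.0118). For comparison, the DR1 element was present in 1.68% of peak windows (1.49% to 1.90%) and 0.173% of random windows. When no mismatch was allowed for FXR or LXR, each kept 2 peak windows and no random window, too few for the test to call. A separate RXR element was not scanned.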

*Ppara* is the dominantly expressed PPAR subtype in liver (Figure 1C). In line with PPARα’s critical role to regulate the adaptive response to fasting, its RNA and protein levels increase with overnight food deprivation (Figure 1C–E) (Kersten et al., 1999). In contrast, *Bcl6* mRNA and corresponding protein diminish sharply from the fed to the fasted state (Figure 1D and E). Accordingly, BCL6 occupancy was diminished at the majority of its binding sites and its cistrome was reduced by 39%, whereas PPARα recruitment was enhanced and its cistrome was expanded by 36% with fasting (Figure 1F, top and middle panels, and Figure 1—figure supplement 2A, left panel). In addition, fasting resulted in a redistribution of binding sites for each factor. 

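In fasted C57BL/6 livers the BCL6 list held 9613 peaks, 38.5% fewer than in fed livers. PPARα had 21410 peaks in fed and 29085 in fasted livers, an increase of 35.8%. Of the fed BCL6 peaks, 7656 had a fasted BCL6 peak within 200 bp, a share of 48.9% (95% confidence interval 48.2% to 49.7%). Of the fed PPARα peaks, 79.9% (79.3% to 80.4%) had a fasted PPARα peak within the same distance. Occupancy at peaks called in both states, which the paper measured as tag density, was not analysed here.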

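When fed and fasted peaks were joined, BCL6 had 17599 sites, of which 7986 were called in fed livers only and 1957 in fasted livers only. Of the fasted BCL6 peaks, 79.6% (95% confidence interval 78.8% to 80.4%) lay within 200 bp of a fed BCL6 peak. PPARα had 33399 sites, with 4314 called in fed livers only, 17096 in both states and 11989 in fasted livers only. Of the fasted PPARα peaks, 58.8% (58.2% to 59.3%) lay at a fed PPARα peak. A site called in a single state can have passed the calling threshold narrowly there, and the lists hold no value that would show it.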

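Joining BCL6 sites and PPARα sites whose centers lie within 200 bp gave 13608 shared sites. They made up 77.3% of the BCL6 sites (95% confidence interval 76.7% to 77.9%) and 40.7% of the PPARα sites (40.2% to 41.3%). Another 3981 sites had BCL6 without PPARα and 19771 had PPARα without BCL6. As a comparison with random placement, all BCL6 sites of a chromosome were moved by a random offset, 1000 times. Counted per BCL6 site, 13618 had a PPARα center within 200 bp, against a mean of 96.7 after shifting (range 64 to 130), which is 141 times as many (one-sided permutation test, p = 0.001, the smallest p that 1000 shifts can give). The shift keeps the spacing of sites but moves them out of open chromatin. The largest change under another setting came from a distance of 100 bp, which gave shares of 73.9% of BCL6 sites and 38.9% of PPARα sites.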

Direct comparison of the combined fed and fasted ChIP-seq peaks for BCL6 and PPARα revealed 13,608 overlapping binding regions (<200 bp between peak centers) between these factors, representing 77% and 41% of the BCL6 and PPARα cistromes, respectively (Figure 1F, bottom panel). Of these overlapping peaks, the vast majority (>96%) demonstrated a distance of <100 bp between peak centers (Figure 1—figure supplement 2B). 

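For each BCL6 site with a PPARα center within 200 bp, the distance to the nearest PPARα center was taken. It was under 100 bp at 13090 sites, or 96.1% (95% confidence interval 95.8% to 96.4%), with a median of 25 bp. Centers were less than 50 bp apart at 10642 sites, and at 122 sites they were 150 to 200 bp apart. In the fasted lists alone, the setting that changed this share most, it was 94.1% (93.5% to 94.6%).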

Over 95% of these overlapping sites occurred outside of promoter regions in intragenic and intergenic locations (Figure 1—figure supplement 2C). 

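Of the shared sites, 628 had their center in a promoter, or 4.61% (95% confidence interval 4.28% to 4.98%), and 12980 lay elsewhere (95.4%). Intragenic sites made up 52.1% (51.3% to 53.0%) and intergenic sites 43.2% (42.4% to 44.1%). In the same annotation, 4.50% of BCL6 sites without PPARα, 20.4% of PPARα sites without BCL6 and 1.34% of random positions were in promoters. The share depends on how a promoter is drawn. It was 6.11% with 1000 bp on either side of a TSS, and 13.6% with 5000 bp upstream to 1000 bp downstream, the setting that moved it most.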

BCL6-PPARα co-occurring peaks represented the strongest binding events for each factor, indicating they likely represent true DNA interactions as opposed to non-specific events at open chromatin regions (Figure 1G) (Landt et al., 2012). 

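Each shared site was classed by the feeding states in which either factor was called there. BCL6 was called in fed livers only at 5364 shared sites (39.4%, 95% confidence interval 38.6% to 40.2%), in both states at 6842 (50.3%, 49.4% to 51.1%) and in fasted livers only at 1402 (10.3%, 9.80% to 10.8%). PPARα was called in fed livers only at 1645 (12.1%, 11.6% to 12.6%), in both states at 10375 (76.2%, 75.5% to 76.9%) and in fasted livers only at 1588 (11.7%, 11.1% to 12.2%). At PPARα sites without BCL6, by contrast, 2649 were called in fed livers only and 10381 in fasted livers only. PPARα was called in fasted livers only at 797 of the sites with BCL6 in fed livers only (14.9%, 13.9% to 15.8%), at 446 of those with BCL6 in both states (6.52%, 5.96% to 7.13%) and at 345 of those with BCL6 in fasted livers only (24.6%, 22.4% to 26.9%). The first share against the other groups combined gave an odds ratio of 1.64 (two-sided Fisher's exact test, p = 2.46e-20), but most of the combined sites have BCL6 in both states, so this ratio does not show an exchange. Of 2361 shared sites where each factor was called in a single state, the state was the same at 1487 (63.0%, 61.0% to 64.9%) and opposite at 874 (odds ratio 0.156, two-sided Fisher's exact test, p = 1.83e-54, a test chosen after the counts were seen). The most frequent combination, at 5970 shared sites, was a call for both factors in both states. By nearest TSS, 6 shared sites on chromosome 12 (mm10) were assigned to *Acot4* or *Acot3*, and each was called for both factors in fed and in fasted livers. They lay 5337 bp and 62 bp upstream and 4085 bp downstream of the *Acot4* TSS, the last in intron 2, and 1293 bp upstream and 629 bp and 1140 bp downstream of the *Acot3* TSS, the latter pair in intron 1. The *Por* gene, on chromosome 5 from 135689145 to 135735326, had 7 shared sites. At its promoter site, from 135688625 to 135688861, BCL6 was called in fed livers only and PPARα in both states. At the intron 1 site from 135697594 to 135697828, PPARα was called in fed livers only and BCL6 in both states. The primers of the 15 ChIP-qPCR regions each matched a single place in the genome. A BCL6 peak center lay within 200 bp of the amplicon center at 15 regions in fed and 14 in fasted livers, the exception being *Angptl4*, and a PPARα center at all 15 in both states.

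**Figure D1:**
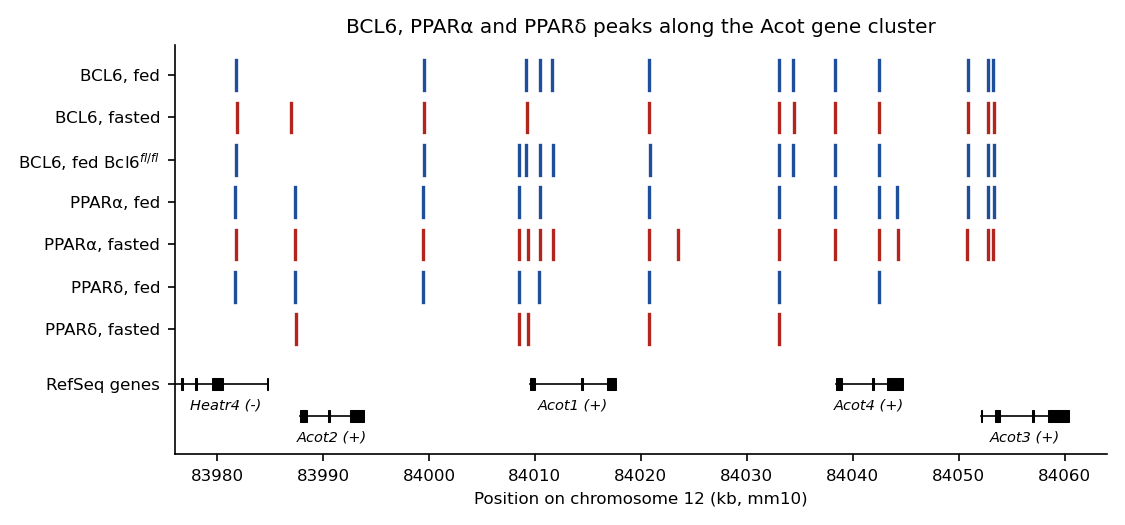
Map of the *Acot* cluster on chromosome 12, with position in kb on the horizontal axis and 1 line of marks per peak list, blue for fed and red for fasted livers. Each mark is the center of a called peak, RefSeq genes are drawn under the lists, and the 6 shared sites at *Acot4* and *Acot3* have marks in the fed and fasted lists of both BCL6 and PPARα.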

At these shared sites, binding by BCL6 decreased while PPARα increased upon fasting (Figure 1H and Figure 1—figure supplement 2A, right panel), which was evident at several PPARα target genes, such as *Acot4/3* and *Por* (Figure 1—figure supplement 2D and E) and confirmed by ChIP qPCR (Figure 1—figure supplement 2F). Thus, extensive cistromic overlap and reciprocal genome-wide binding suggested BCL6 and PPARα may control a common regulatory program.

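By nearest TSS, the shared sites were assigned to 5451 genes, with a median of 2 sites per gene and a maximum of 26. Of these genes, 53.6% had at least 2 shared sites. The genes with the most were *Adgrl2* (26 sites), *Pik3r1* and *Tbl1xr1* (24 each), *Lpp* (23) and *Irs2* (21). Per Mb of genome nearest to the gene, *Irs2* had 36.2 shared sites and *Adgrl2* 13.0, against 5.14 over the genome. Of the 16 genes for which the paper shows a ChIP-seq track or ChIP-qPCR region, 15 had at least 1 shared site, with 63 in all. The exception was *Acot2*, because its ChIP-qPCR region lies nearest to the TSS of *Heatr4*. From the extent of the overlap and the opposite changes in binding with fasting, the paper proposes that BCL6 and PPARα could control a common program.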

### Genomic localization of BCL6 is independent of PPARα and PPARδ

Next, we assessed whether BCL6 and PPARs compete or collaborate for DNA binding. Using livers from *Ppara^-/-^* and wild-type control mice, we found that ablation of *Ppara* had no impact on BCL6 enrichment at BCL6-PPARα binding sites (Figure 2A, left panel and Figure 1—figure supplement 2D). Likewise, liver-specific deletion of *Bcl6* did not alter PPARα binding (Figure 2A, right panel and Figure 1—figure supplement 2E). *Ppard* is expressed at relatively low levels in liver (Figure 1C), but it was previously reported that unliganded PPARδ binds and sequesters BCL6, releasing it in the presence of PPARδ ligands (Lee et al., 2003). Thus, to test whether a protein complex between PPARδ and BCL6 could account for BCL6-PPAR genomic co-localization, we characterized BCL6 binding in the presence or absence of hepatocyte PPARδ using mice harboring floxed alleles of *Ppard* and Albumin-Cre (*Ppard^LKO^* mice). The livers of *Ppard^LKO^* animals exhibited 96% decreased levels of *Ppard* mRNA with no significant change in *Bcl6* (Figure 2—figure supplement 1A), yet in comparison to wild type control livers, BCL6 binding was unaltered across the BCL6 cistrome and at its subset of BCL6-PPARα shared sites (Figure 2B and C). Thus, these findings did not support a model in which BCL6 binds to PPARs on chromatin.

**Figure 2.**
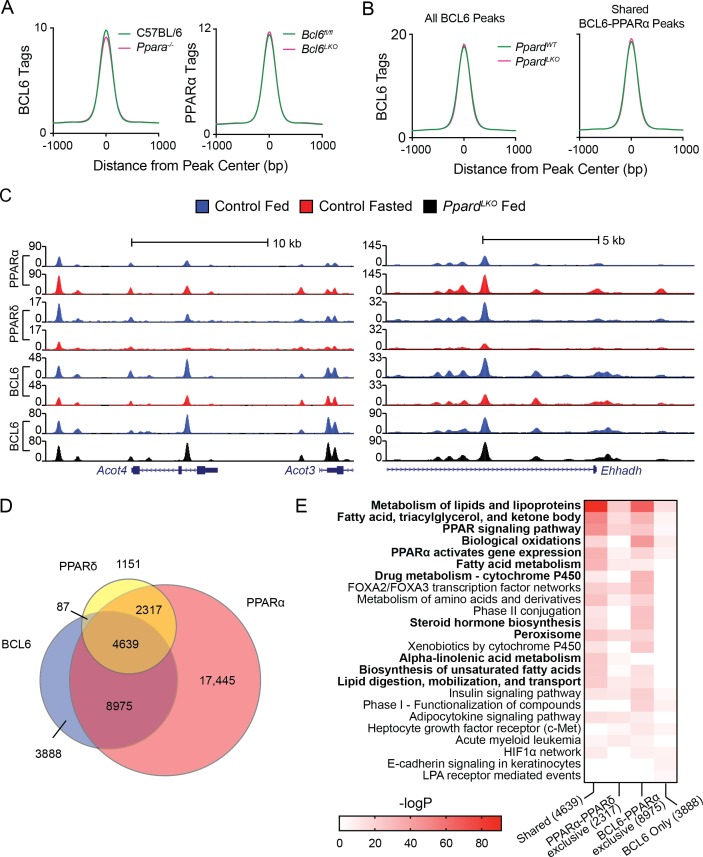
BCL6 genome-wide DNA binding is independent of PPARα and PPARδ. (**A**) BCL6 ChIP-seq tag densities in C57BL/6 and *Ppara^-/-^* livers at shared BCL6-PPARα peaks (left). PPARα tag density in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers at shared BCL6-PPARα peaks (right). (**B**) BCL6 tag densities in control and *Ppard^LKO^* mouse livers at all BCL6 peaks (left) or shared BCL6-PPARα peaks (right), N = 2 per group. (**C**) UCSC genome browser tracks showing PPARα, PPARδ, and BCL6 ChIP-seq in control fed livers (blue), control fasted livers (red), or *Ppard^LKO^* livers (black). (**D**) Venn diagram showing overlap of PPARδ, BCL6, and PPARα cistromes in mouse liver. Cistromes for each factor include peaks identified in either fed or fasted livers. Peaks were considered overlapping if peak centers were within 200 bp. ChIPs were performed in biological triplicates. (**E**) Gene ontology enrichment for binding regions common among BCL6, PPARα, and PPARδ (Shared); exclusive to PPARα and PPARδ (PPARα-PPARδ); exclusive to BCL6 and PPARα (BCL6-PPARα); or exclusive to BCL6 (BCL6 only).

**Figure 2—figure supplement 1.**
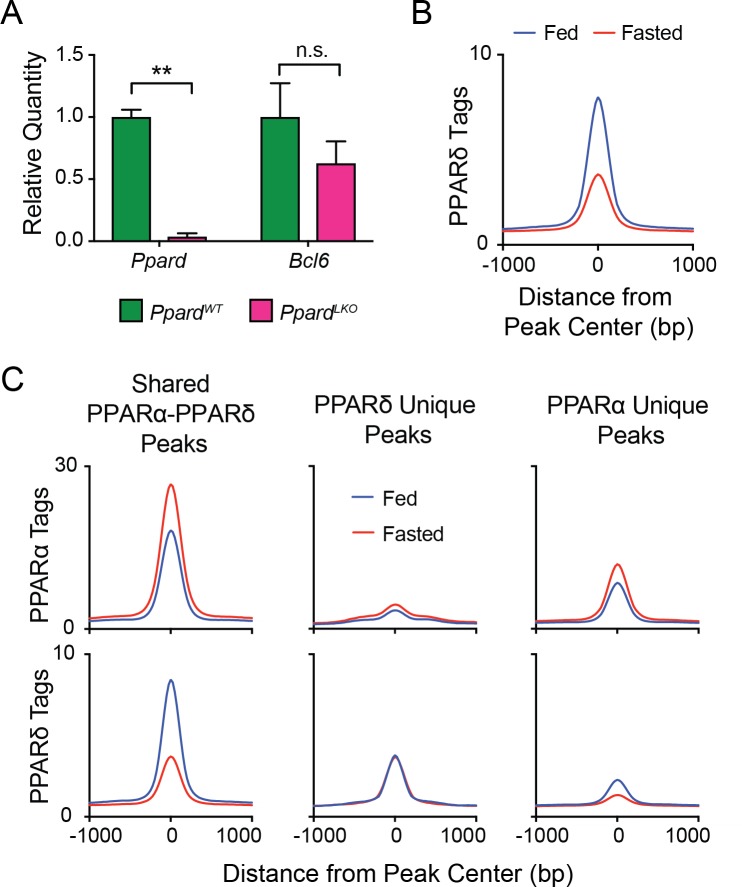
PPARα and PPARδ compete for binding at shared sites. (**A**) qPCR gene expression of *Ppard* and *Bcl6* genes in control (*Ppard^WT^*) and *Ppard^LKO^* mouse livers. N = 2 per group. (**B**) PPARδ tag densities in fed or fasted mouse livers at all PPARδ peaks. N = 3 per group. (**C**) PPARα (top panel) and PPARδ (bottom panel) tag densities in fed and fasted livers at PPARα-PPARδ overlapping peaks (left panel), PPARδ unique peaks (middle panel) or PPARα unique peaks (right panel). N = 3 per group. A two-tailed Student’s t-test assuming equal variance was used to compare mean values between two groups. Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

Additionally, we mapped the liver PPARδ cistrome using an isotype-specific antibody. 

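PPARδ was mapped by ChIP-seq in C57BL/6 livers, with 3 biological replicates from fed and 3 from fasted mice, and the authors called peaks over the replicates of each state as for BCL6 and PPARα. The fed list held 7328 peaks of 192 bp and the fasted list 2399 peaks of 204 bp. Like the other lists, they give positions only, so neither the depth of the libraries nor a spread between replicates is known. Fed and fasted PPARδ peaks with centers within 200 bp were combined into sites before they were set against the sites of the other factors.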

8,194 PPARδ-binding sites were identified collectively in fed and fasted livers, 85% of which overlapped with the more extensive PPARα cistrome of 33,379 sites (Figure 2D). 

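Fed and fasted PPARδ peaks combined into 8197 sites, or 8194 when the 3 factors were joined in 1 step, which merges a few neighboring sites. Of the 8197, 6951 had a PPARα center within 200 bp, a share of 84.8% (95% confidence interval 84.0% to 85.6%), and 1246 did not. Counted as shared sites plus sites without BCL6, PPARα had 33379 sites. The share of PPARδ sites with PPARα moved most at a distance of 100 bp, to 82.3%.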

Overall, PPARδ binding was diminished by half upon fasting (Figure 2—figure supplement 1B), but this reduction was only evident at sites shared with PPARα such as the *Acot4/3 and Ehhadh* loci (Figure 2C), suggesting that PPARα and PPARδ compete for binding at common response elements (Figure 2—figure supplement 1C). 

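From fed to fasted livers the number of PPARδ peaks fell by 67.3%. The paper's fall in PPARδ binding is shown as tag density, which was not analysed here. Peaks within 200 bp of a PPARα site fell from 6614 to 1736, a change of -73.8%, and peaks without PPARα from 714 to 663, a change of -7.14%. The odds ratio between these pairs of counts was 3.54 (two-sided Fisher's exact test, p = 4.13e-94, a test chosen after the counts were seen). That test treats fed and fasted peaks as independent, although 1530 of the 2399 fasted PPARδ peaks lay at a fed PPARδ peak. Its p-value is therefore not exact. Followed peak by peak, 1399 of the fed peaks with PPARα had a fasted PPARδ peak within 200 bp (21.2%, 95% confidence interval 20.2% to 22.2%), and 131 of those without PPARα did (18.3%, 15.7% to 21.4%). This difference in the share kept was not past the threshold of 0.05 (odds ratio 1.19, p = 0.0812, two-sided Fisher's exact test), but it was at a distance of 100 bp (odds ratio 1.38, p = 8.09e-04). A peak near the calling threshold can pass it in a single state, so the share kept also counts turnover there and does not measure the net change. At *Acot4*, PPARδ was called in both states at the site 5337 bp upstream of the TSS (84032902 to 84033180 on chromosome 12) and in fed livers only at the site in intron 2 (84042328 to 84042586). At *Ehhadh*, on chromosome 16 from 21761285 to 21787834, the intron 1 site from 21782903 to 21783131 was called in both states. The sites from 21781959 to 21782236, in intron 1, and from 21825825 to 21826070, 38110 bp upstream of the TSS, were called for PPARδ in fed livers only. All of these *Acot4* and *Ehhadh* sites also had PPARα.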

While PPARδ and BCL6 co-localized at only 87 genomic sites without PPARα, we detected 8,975 BCL6-PPARα peaks which were not bound by PPARδ (Figure 2D). 

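When the sites of the 3 factors were joined in 1 step, 4639 sites had all of them, which is 34.1% of the sites with BCL6 and PPARα. BCL6 and PPARα were found together without PPARδ at 8975 sites, and BCL6 and PPARδ without PPARα at 87. PPARα and PPARδ shared 2317 sites that lacked BCL6. Sites of a single factor numbered 3888 for BCL6, 17445 for PPARα and 1151 for PPARδ. Of the PPARδ sites, 57.7% had BCL6.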

Gene ontology analysis revealed that BCL6-PPARα-PPARδ shared or BCL6-PPARα exclusive peaks annotate predominantly to genes controlling the metabolism of lipids and lipoproteins, fatty acids, triacylglycerol, ketone bodies, PPAR signaling, and biological oxidations (Figure 2E). Collectively, these results provided further evidence that extensive BCL6 genome-wide colocalization with PPARα and, to a more limited degree, with PPARδ occurs due to independent, yet proximate DNA-binding events along genes controlling lipid metabolism.

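The gene families used for the fed BCL6 peaks were counted again at the 6 largest classes of sites of the 3 factors, with Benjamini-Hochberg adjustment over 66 one-sided binomial tests. Near the lipid genes named in the study, a list picked partly from these data, sites of all 3 factors were 10.5-fold the expected number (38 sites, adjusted p = 5.12e-24). Sites with BCL6 and PPARα alone were 4.87-fold (34 sites, adjusted p = 6.26e-12), and those with BCL6 alone 5.29-fold (16 sites, adjusted p = 1.50e-06). For PPARα and PPARδ without BCL6 the ratio was 3.88 (7 sites, adjusted p = 0.0122), for PPARα alone 3.24 (44 sites, adjusted p = 6.13e-10) and for PPARδ alone 2.23 (2 sites, adjusted p = 0.466). *Acot* genes were past the threshold at sites of all 3 factors (3.72-fold, adjusted p = 0.00140), as were *Acad*, *Cyp4a*, *Cpt* and *Slc25a*. At sites of BCL6 and PPARα alone, *Slc25a* (2.65-fold) and *Cyp4a* (4.06-fold) passed. *Acot* (1.75-fold, adjusted p = 0.188), *Acad* (2.54-fold), *Nduf* (0.788-fold), *Pex* (0.156-fold) and *Cpt* (no site) did not. At sites of PPARα and PPARδ without BCL6, *Cpt* (27.8-fold, 3 sites), *Acad* (9.82-fold, 3 sites), *Slc25a* (7.32-fold) and *Pex* (3.62-fold) passed. *Acot* (3.39-fold), *Nduf* (1.14-fold) and *Cyp4a* (no site) did not. Differences between the classes were not tested. Among the comparison families, ribosomal protein genes were also past the threshold at sites of PPARα alone (1.44-fold, 62 sites, adjusted p = 0.0162), and olfactory receptors reached at most 0.284-fold in any class. The ontology terms of the paper were not analysed here.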

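The BCL6 and DR1 elements were counted in 50 bp windows at the centers of each class of sites and in windows 1000 bp to either side. The center of a shared site was the mean of its BCL6 and PPARα centers, while other sites kept the center of their own factor. Windows at shared sites can therefore lie off the center of either factor. This can lower the shares there and enter the differences between classes. The BCL6 element occurred at 11.4% of BCL6 sites without PPARα (95% confidence interval 10.4% to 12.4%), an odds ratio of 7.78 against the flanks (Fisher's exact test, adjusted p = 1.95e-111 over 126 tests). At shared sites it occurred at 2.54% (2.28% to 2.81%), an odds ratio of 1.54 (adjusted p = 7.11e-09). PPARα sites without BCL6 had it at 1.14% (1.00% to 1.30%), fewer than their flanks. Between shared sites and PPARα sites without BCL6 the odds ratio was 2.25 (adjusted p = 8.23e-21 over 5 comparisons of classes), and 1.13 for the reversed sequence. DR1 was found at 2.14% of shared sites (1.91% to 2.40%), 1.03% of BCL6 sites without PPARα (0.760% to 1.39%) and 3.34% of PPARα sites without BCL6 (3.10% to 3.60%). Shared sites had more of it than BCL6 sites without PPARα, with an odds ratio of 2.10 (adjusted p = 5.48e-06). A window held both elements at 4 of the 13608 shared sites, and 12976 of them (95.4%) had neither, so these strict sequences account for few sites of any class. From the binding of BCL6 in the knockouts, not analysed here, and the overlap of the cistromes, the paper concludes that the factors bind DNA independently at neighboring places along lipid genes.

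**Figure D2:**
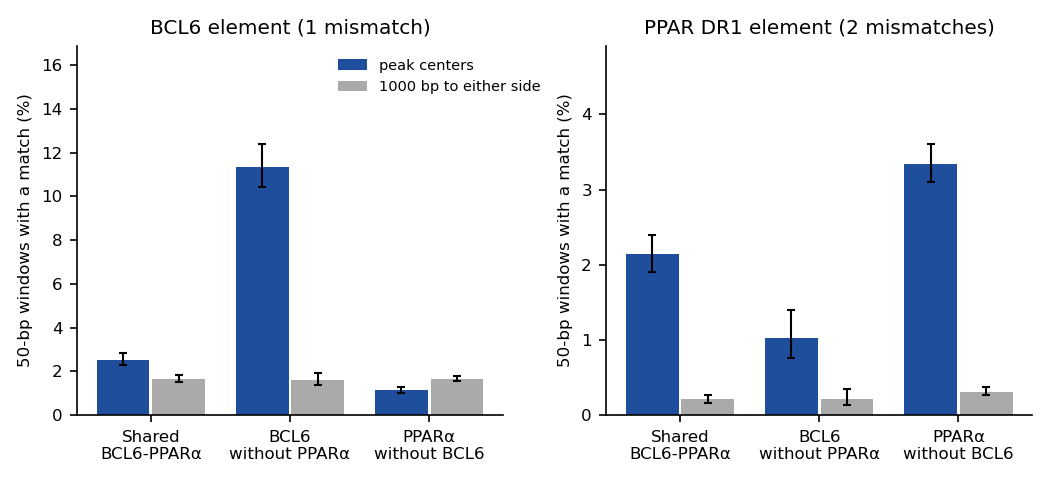
Share of 50 bp windows with a match, in percent, for the BCL6 element (left) and the DR1 element (right), at shared sites, BCL6 sites without PPARα and PPARα sites without BCL6. Blue bars are windows at site centers, gray bars windows 1000 bp to either side and lines 95% Wilson intervals, and the BCL6 element is most frequent at BCL6 sites without PPARα (11.4%) and DR1 at PPARα sites without BCL6 (3.34%). At shared sites the window center is the mean of the BCL6 and PPARα centers, which can lower the shares there.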

### SMRT/NCoR-HDAC3 complexes control acetylation in hepatocyte BCL6-bound regulatory regions

To better understand how BCL6 modulates gene expression in liver, we first identified the BCL6-regulated transcriptome. We generated mice with hepatocyte-specific *Bcl6* deletion (*Bcl6^LKO^*) by crossing animals with floxed alleles of *Bcl6* to mice expressing *Cre* under control of the albumin enhancer/promoter. *Bcl6^LKO^* mice exhibited 75% reduced *Bcl6* mRNA and over 90% diminished protein levels in the liver (Figure 3—figure supplement 1A and B). In *ad lib* fed *Bcl6^LKO^* mice, RNA-seq revealed 721 upregulated genes, while only 362 were downregulated by more than two fold compared to controls (Figure 3A). These findings indicated that liver BCL6 predominantly functions as a repressor of transcription, which was particularly apparent at genes with strongly bound BCL6-binding sites (Figure 3B).

**Figure 3.**
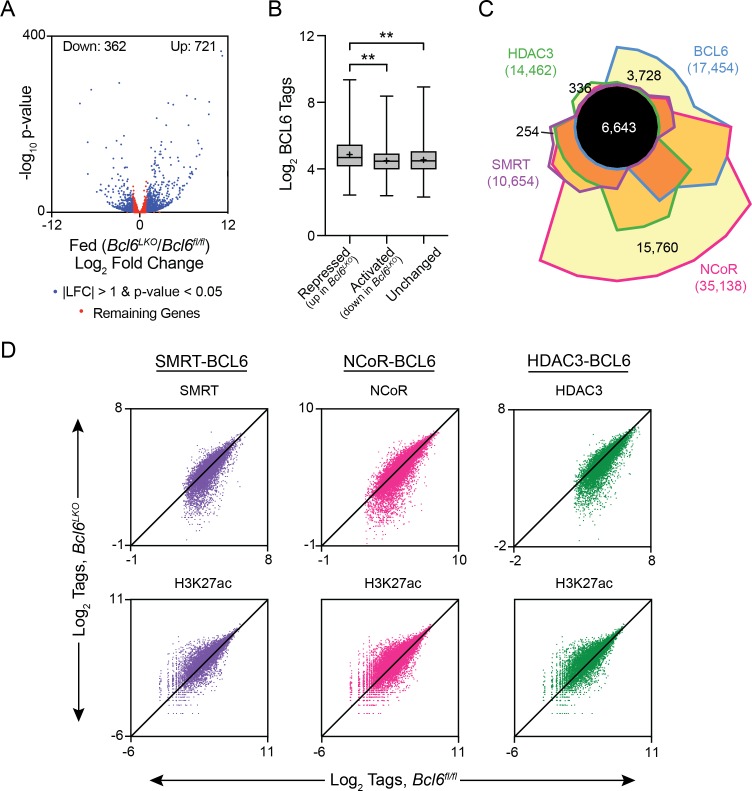
BCL6 complexes with SMRT/NCoR-HDAC3 to reduce H3K27ac and represses transcription. (**A**) Volcano plots showing log_2_ fold change (LFC) in expression of fed *Bcl6^LKO^* over *Bcl6^fl/fl^* livers. Blue dots represent |LFC| greater than one with an adjusted p-value less than 0.05. Red dots represent remaining expressed genes. N = 4 per group. (**B**) BCL6 tags in control livers at BCL6 peaks near BCL6-activated, -repressed, or -unchanged genes. Box plots display interquartile range (box), median (horizontal black line), mean (black ‘+’), and min to max (whiskers). (**C**) Four-way Venn diagram comparing *ad lib* fed control BCL6, SMRT, NCoR and HDAC3 ChIP-seq peak sets. (**D**) Tag density of H3K27ac, SMRT, NCoR, and HDAC3 ChIP-seq in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers at respective cofactor peaks co-bound with BCL6. ChIPs were performed in biological triplicates. For (**B**), a one-way ANOVA and Tukey’s post-hoc testing was used to compare tag density between groups. ∗p<1×10^−3^, ∗∗p<1×10^−6^, ∗∗∗p<1×10^−9^, ∗∗∗∗p<1×10^−12^.

**Figure 3—figure supplement 1.**
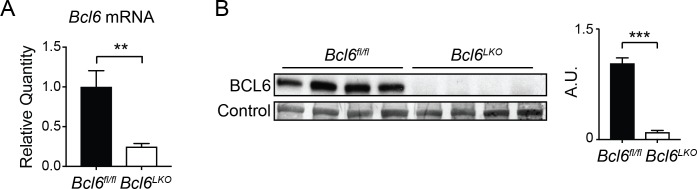
*Bcl6^LKO^* mice exhibit efficient protein and mRNA reductions of BCL6. (**A**) qPCR analysis of *Bcl6* in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers. N = 7 per group. (**B**) Western blots of BCL6 protein in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers. Densitometric quantification is shown normalized to MemCode membrane staining (bottom). A two-tailed Student’s t-test assuming equal variance was used to compare mean expression between samples. Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

**Figure 3—figure supplement 2.**
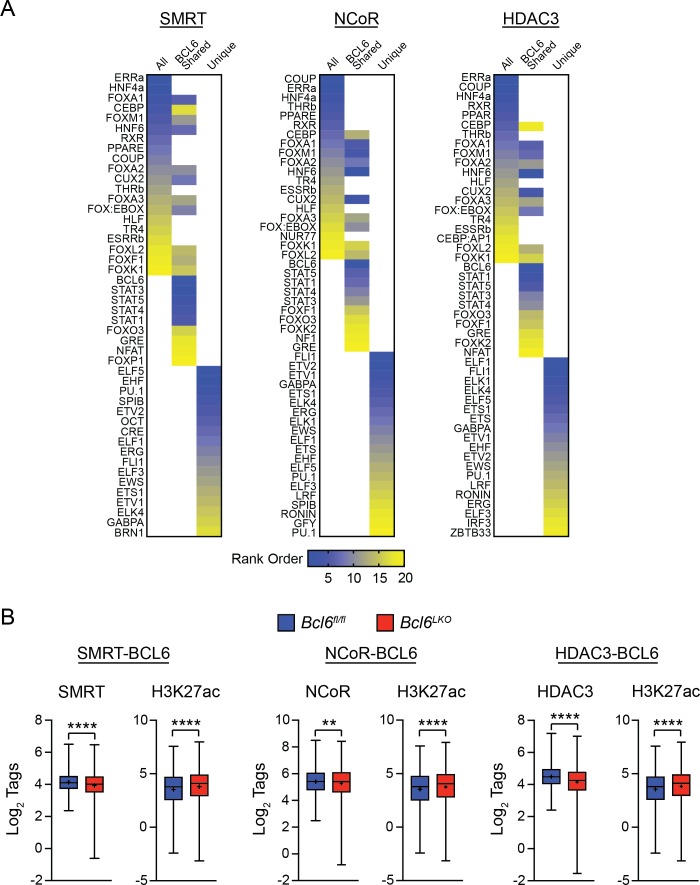
SMRT, NCoR, and HDAC3 are recruited to chromatin by BCL6 in liver. (**A**) Enriched motifs for SMRT, NCoR and HDAC3 binding sites. For each corepressor, enriched motifs are shown in all peaks (all), peaks shared with BCL6 (BCL6 shared), and BCL6-exclusive peaks (Unique). Unique peaks were used as background for BCL6 shared motif discovery; conversely, Shared peaks were used as background for Unique peak motif discovery. (**B**) H3K27ac, HDAC3, SMRT, and NCoR ChIP-seq tags in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers at respective cofactor peaks co-bound by BCL6 peaks. Box plots display interquartile range (box), median (horizontal line), mean (black ‘+’), and min to max (whiskers). Mann-Whitney test was used to compare tags between genotypes. ∗p<1×10^−3^, ∗∗p<1×10^−6^, ∗∗∗p<1×10^−9^, ∗∗∗∗p<1×10^−12^.

BCL6 is known to control transcription in immune cells through interactions with many different cofactors (Barish et al., 2012; Basso and Dalla-Favera, 2012; Hatzi et al., 2013). To test whether BCL6 regulates transcription through similar interactions in liver, we used ChIP-seq to characterize SMRT, NCoR, and HDAC3 binding in *ad lib* fed *Bcl6^fl/fl^* and *Bcl6^LKO^* mice. In *Bcl6^fl/fl^* animals, we found extensive cistrome overlap between BCL6 and all three corepressors (6,643 common sites), although 21% of BCL6 sites were unique (Figure 3C). SMRT and HDAC3 exhibited very few independent binding regions, with only ~2% unique for either cofactor. NCoR exhibited the most extensive cistrome, and 45% of its sites did not overlap with BCL6, HDAC3, or SMRT. In line with their known biochemical interactions, SMRT, NCoR, and HDAC3 peaks were enriched in motifs for nuclear receptors (ERR, PPAR, RXR) as well as FOX and HNF transcription factors when compared to whole genome DNA as background (Figure 3—figure supplement 2A) (Perissi et al., 2010).

For each corepressor, we further analyzed peaks shared with BCL6 (peak centers colocalizing within 200 bp) and non-overlapping (unique) cofactor sites (Figure 3—figure supplement 2A). When compared against DNA sequences from unique peaks, shared peaks were overrepresented with motifs for BCL6, STAT, and FOX transcription factors, as well as CUX2 and HNF6. In contrast, when tested against the DNA sequences of BCL6-shared peaks, unique SMRT, NCoR, and HDAC3 sites were enriched in motifs for ETS and ELK transcription factors. Next, we quantified SMRT, NCoR, and HDAC3 occupancy at BCL6-binding sites that colocalized with corepressor peaks in control versus *Bcl6^LKO^* livers (Figure 3D and Figure 3—figure supplement 2B). For each corepressor, binding at BCL6 sites was significantly reduced in *Bcl6^LKO^* livers. Moreover, loss of these complexes was inversely correlated to histone 3 lysine 27 acetylation (H3K27ac), a marker for enhancer activity (Creyghton et al., 2010; Wang et al., 2008), which was significantly elevated along BCL6-SMRT/NCoR-HDAC3 sites in *Bcl6^LKO^* livers. Together, these findings revealed a role for BCL6 to recruit a subset of liver SMRT/NCoR-HDAC3 complexes and repress associated regulatory regions.

### Ablation of Bcl6 de-represses a fasting gene program

Gene ontology analysis of differentially expressed transcripts in the livers of *Bcl6^LKO^* animals revealed lipid metabolism, oxidation, and PPAR signaling as top scoring terms (Figure 4A). This regulatory signature and the extensive genomic intersection between BCL6 and PPARα prompted us to determine whether BCL6 could likewise control fasting-induced gene expression. Livers from mice restricted from food overnight exhibited 162 genes upregulated and 174 genes downregulated by at least 2-fold using RNA-seq (Figure 4B), and fasting regulated a common set of gene expression pathways with *Bcl6* ablation (Figure 4A). Notably, over 40% of robustly regulated fasting genes (135/336) were controlled by BCL6 (Figure 4C, top panel) and for the vast majority, *Bcl6* ablation mimicked the impact of fasting on transcription (Figure 4C, bottom panel and Figure 4D). Unsupervised clustering analyses of liver gene expression revealed that patterns in *Bcl6^LKO^* mice, irrespective of nutrition status, more closely resembled profiles from fasting than fed control mice (Figure 4D and Figure 4—figure supplement 1A). Genes co-regulated by fasting and *Bcl6* deletion are enriched in ontologies for lipid and ketone body metabolism as well as PPARα signaling (Figure 4—figure supplement 1B). For example, visualization of ChIP-seq and RNA-seq tracks demonstrated that PPARα and BCL6 reciprocally occupy regions along the *Acot4/3* and *Vnn1* genes, whose expression was strongly induced by either fasting or *Bcl6* ablation (Figure 4E). 

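The peak lists of C57BL/6 livers were searched for sites nearest to the TSS of *Vnn1*, which lies on chromosome 10 from 23894688 to 23905343 (mm10). The site from 23884970 to 23885260, centered 9570 bp upstream of the TSS, was called for BCL6 and PPARα in fed and in fasted livers. So was the site from 23893025 to 23893311, centered 1525 bp upstream. Another *Vnn1* site, in intron 1 from 23895409 to 23895631, was called for PPARα in fasted livers only and for BCL6 in neither state. For *Acot4/3*, the shared site nearest to a TSS runs from 84038199 to 84038443 on chromosome 12. A PPARα site without BCL6 lies in the last exon of *Acot4*, in its 3' UTR, from 84044115 to 84044366. Tag densities at these sites and the RNA-seq data were not analysed here.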

Quantitative PCR further confirmed dozens of liver genes that were similarly upregulated by fasting or *Bcl6* ablation, including many involved in mitochondrial and peroxisomal β-oxidation (*Abcd1/2, Acadvl, Acnat2, Acot2, Acot3/4, Ehhadh, Hadh, Idh2, Ucp2),* microsomal ω-hydroxylation (*Aldh3a2, Cyp4a31*), ketogenesis (*Acss3, Bdh1, Fgf21, Hmgcl*), and lipid metabolism (*Abhd2, Acot1, Cd3*6) (Figure 4—figure supplement 1C). Together, these results suggested that loss of *Bcl6* mimics the fasting-induced transcriptional program controlling liver lipid metabolism.

**Figure 4.**
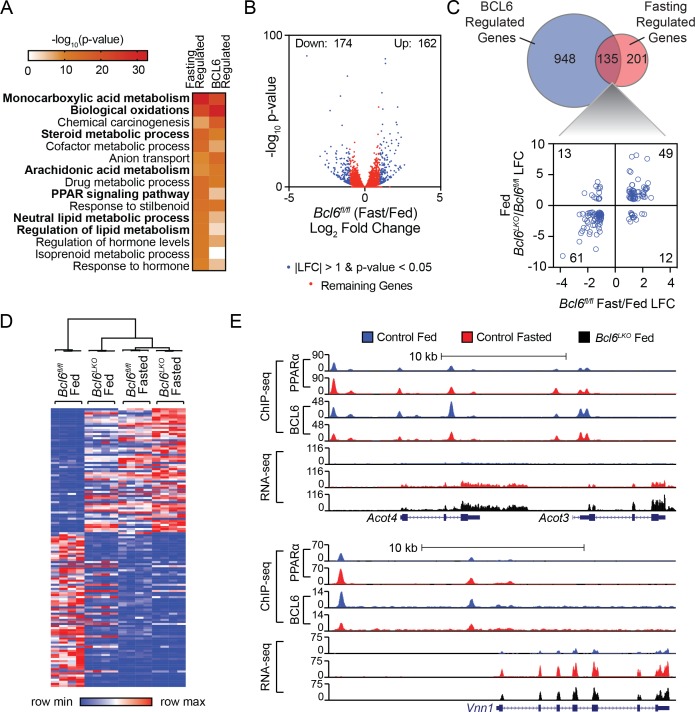
*Bcl6* deletion de-represses a fasting liver gene program. (**A**) Pathway enrichment analysis for genes differentially expressed (|LFC| greater than one and an adjusted p-value less than 0.05) with fasting or *Bcl6* deletion in liver. (**B**) Volcano plots showing log_2_ fold change (LFC) in expression of *Bcl6^fl/fl^* fasted over fed. Blue dots represent |LFC| greater than one with an adjusted p-value less than 0.05. Red dots represent remaining expressed genes. N = 4 per group. (**C**) Venn diagram comparing differentially expressed genes with fasting or *Bcl6* deletion (top panel). Comparison of LFC between fed (*Bcl6^LKO^*/*Bcl6^fl/fl^*) (y-axis) and *Bcl6^fl/fl^* (fasted/fed) (x-axis) for genes differentially expressed by both fasting and *Bcl6* deletion is shown (bottom panel). (**D**) Hierarchical clustering heatmap of RPKM values in fed and fasted *Bcl6^fl/fl^* and *Bcl6^LKO^* samples for genes regulated by both fasting and *Bcl6* deletion. N = 4 per group. (**E**) UCSC genome browser tracks of BCL6 and PPARα ChIP-seq and RNA-seq data at PPARα-regulated genes, *Acot4/3* and *Vnn1* in control fed (blue), control fasted (red), and *Bcl6^LKO^* fed (black) livers.

**Figure 4—figure supplement 1.**
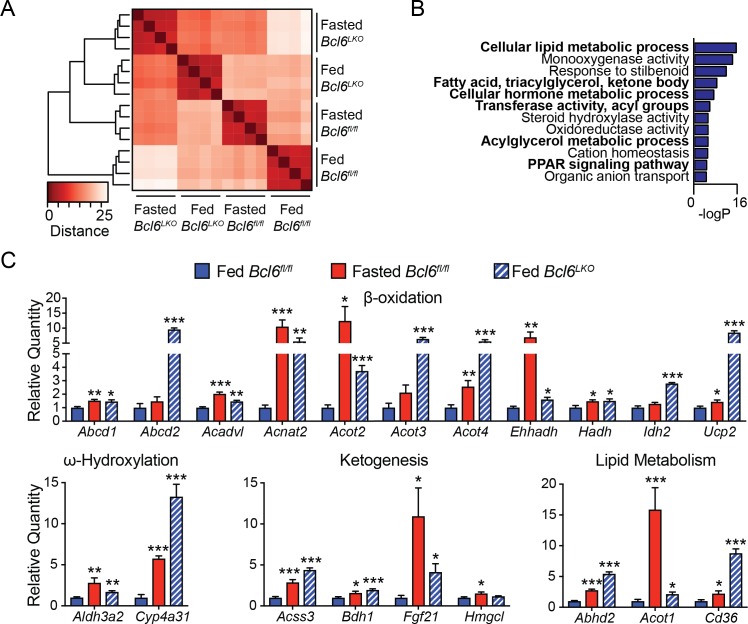
BCL6 deletion mimics the fasting gene program. (**A**) Clustered heatmap of a distance matrix across fed and fasted *Bcl6^fl/fl^* and *Bcl6^LKO^* RNA-seq samples at genes differentially expressed with fasting. N = 4 per group. (**B**) Gene ontology analysis for transcripts differentially expressed both with fasting and *Bcl6* deletion (135 genes). (**C**) qPCR analysis of PPARα- and fasting-regulated transcripts in livers of fed and fasted *Bcl6^fl/fl^* and fed *Bcl6^LKO^* mice, N = 6–7 per group. A two-tailed Student’s t-test assuming equal variance was used to compare mean expression between fasted *Bcl6^fl/fl^* or fed *Bcl6^LKO^* and control *Bcl6^fl/fl^* animals. Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

**Figure 4—figure supplement 2.**
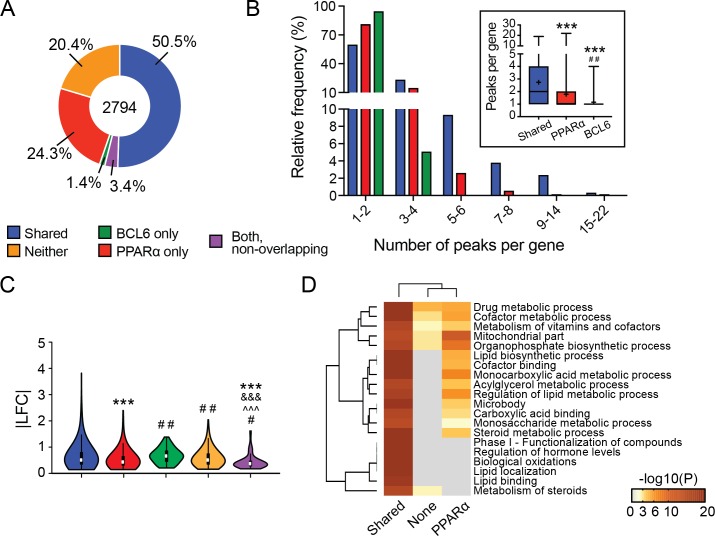
The BCL6-PPARα regulatory module clusters along dynamic fasting genes. (**A**) Distribution of fasting genes annotated with BCL6 and/or PPARα binding peaks. Differential fasting genes here include all significantly different genes with fasting (adjusted p-value<0.05). (**B**) Histogram showing the frequency of shared BCL6-PPARα peaks, PPARα only peaks, and BCL6 only peaks per fasting-regulated gene. Inset shows box plots of peaks per gene, denoting interquartile range (colored box), median (horizontal black line), mean (black ‘+’), and min to max (whiskers). (**C**) Absolute value of log_2_ fold change (|LFC|) in expression of genes differentially expressed with fasting (adjusted p-value<0.05) with a nearby shared BCL6-PPARα peak; PPARα only peak; BCL6 only peak; non-overlapping BCL6 and PPARα peaks; or no BCL6 or PPARα peak (neither). Violin plots display median (white square), interquartile range (black rectangle), 95% confidence interval (black line), and frequency (colored density plot). For (**B**) and (**C**), the Kruskal-Wallis test and Dunn’s post-hoc testing were used to compare significant differences between groups. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001 compares to genes with a nearby shared BCL6-PPARα peak. Similarly, ‘#’ denotes comparison to PPARα only, ‘ and ’ denotes comparison to BCL6 only, and ‘^’ denotes comparison to neither. (**D**) Metascape gene enrichment and clustering analysis of genes differentially expressed with fasting that have an annotated shared BCL6-PPARα peak; PPARα only peak; or neither.

### BCL6-PPARα regulatory regions cluster on dynamically transcribed fasting genes

We next examined the extent to which BCL6 and PPARα cis-regulatory sites alone or in combination control fasting transcription. Hypergeometric testing revealed a 1.1-fold enrichment (p-value 3.8e-14) for BCL6-PPARα peaks relative to the entirety of PPARα genome-wide peaks along all genes differentially regulated (p-value<0.05) by fasting. Over 50% of these fasting genes contained co-occurring BCL6-PPARα-binding sites (Figure 4—figure supplement 2A), with a median of two co-occurring sites per gene (Figure 4—figure supplement 2B). By contrast, just 24% or 1.4% of fasting genes contained PPARα-only or BCL6-only sites, respectively, and these occurred with a median of just one regulatory region per gene. In addition, fasting-regulated genes with BCL6-PPARα regulatory elements exhibited significantly greater ranges of expression than those with PPARα peaks that lack this heterotypic module (Figure 4—figure supplement 2C), and their ontology was particularly enriched for functions in lipid regulation and oxidative metabolism (Figure 4—figure supplement 2D). In summary, over half of fasting-regulated genes are controlled by BCL6-PPARα-binding sites, and this gene subset is particularly dynamic in transcription.

### Liver Bcl6 ablation restores fasting expression and enhancer activity in *Ppara^-/-^* mice

PPARα is critical for the fasting induction of genes mediating peroxisomal and mitochondrial fatty acid β-oxidation as well as microsomal ω-hydroxylation (Contreras et al., 2013; Gao et al., 2015; Hardwick et al., 2009; Hashimoto et al., 2000; Kersten et al., 1999; Leone et al., 1999; Montagner et al., 2016). To determine whether loss of the BCL6 repressor in liver compensates for transcriptional defects in *Ppara^-/-^* mice, we generated animals with combined whole body deletion of *Ppara* and liver-specific ablation of *Bcl6* (*Ppara^-/-^;Bcl6^LKO^* mice). RNA-seq revealed that loss of *Bcl6* rescued 209 of 795 dysregulated genes in fasted *Ppara^-/-^* mice compared to fasted controls (Figure 5A). Among genes normally upregulated with fasting, *Bcl6* deletion restored expression of genes involved in monocarboxylic acid and lipoprotein metabolism; ketone body synthesis; AMPK and PPAR signaling; and peroxisomes (Figure 5B, top panel). By contrast, genes normally downregulated upon fasting and rescued in *Ppara^-/-^;Bcl6^LKO^* mice represented pathways mostly unrelated to lipid metabolism (Figure 5B, bottom panel). Restoration of *Ppara^-/-^* defective fasting transcription in *Ppara^-/-^;Bcl6^LKO^* mice was confirmed by qPCR at genes involved in β-oxidation (*Acot2/3/4, Idh2*), ω-hydroxylation (*Aldh3a2, Cyp4a31*), ketone body synthesis (*Acss3, Fgf21, Hmgcl, Hmgcs2*), and lipid metabolism (*Abhd2, Cd36, Vldlr)* (Figure 5—figure supplement 1). Thus, loss of *Bcl6* restores expression at a subset of PPARα-directed genes controlling lipid metabolism.

**Figure 5.**
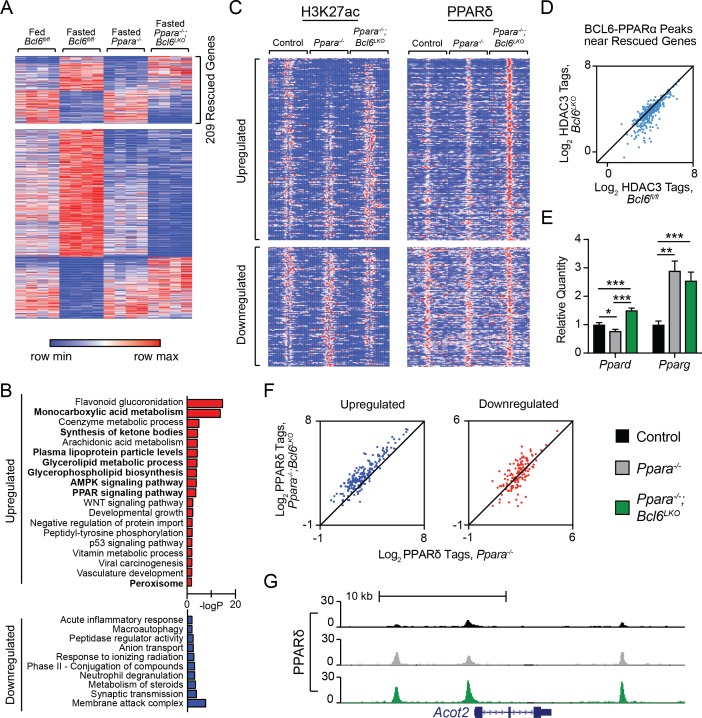
*Bcl6* ablation reduces HDAC3 activity and promotes PPARδ binding in *Ppara^-/-^* mice at rescued genes. (**A**) Heatmap of RPKM values at fasting-regulated genes that are dysregulated in *Ppara^-/-^* mice. 209 genes have partially or completely restored expression upon fasting in *Ppara^-/-^;Bcl6^LKO^* mice. N = 4 per group. (**B**) Gene ontologies of upregulated (top) and downregulated (bottom) fasting genes restored in *Ppara^-/-^;Bcl6^LKO^* mice. (**C**) Heatmap of H3K27ac and PPARδ ChIP-seq in fasted control *Bcl6^fl/fl^*, *Ppara^-/-^*, and *Ppara^-/-^;Bcl6^LKO^* mice at BCL6-PPARα shared peaks that annotate to rescued *Ppara^-/-^* dysregulated genes in *Ppara^-/-^;Bcl6^LKO^* mice. N = 3 per group. (**D**) HDAC3 ChIP-seq tag density in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers at BCL6-PPARα shared peaks near rescued fasting genes. (**E**) qPCR of *Ppard* and *Pparg* in fasted control, *Ppara^-/-^*, and *Ppara^-/-^;Bcl6^LKO^* mice. N = 5–6 per group. (**F**) PPARδ tag density at rescued upregulated (left) and downregulated (right) fasting genes in fasted *Ppara^-/-^;Bcl6^LKO^* and *Ppara^-/-^* livers. ChIP was performed in biological triplicate. (**G**) UCSC genome browser track of PPARδ ChIP-seq at *Acot2*. In (**E**), a one-way ANOVA and Holm-Sidak’s post-hoc testing was used to compare mean expression between groups. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

**Figure 5—figure supplement 1.**
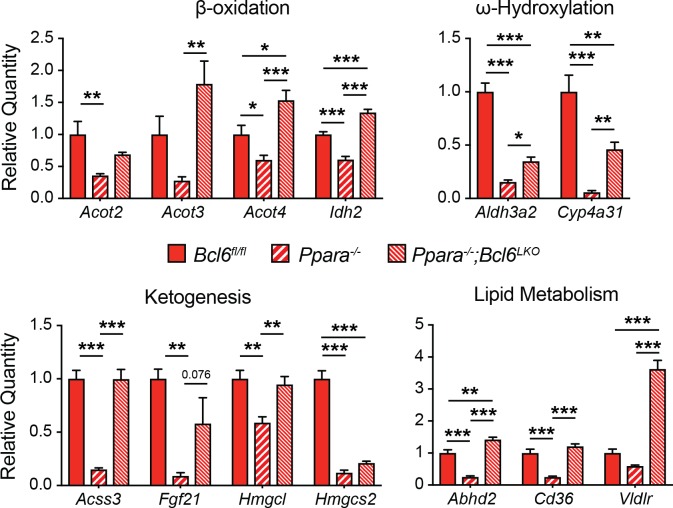
BCL6 deletion in *Ppara^-/-^* mice restores fasting gene expression. qPCR analysis of PPARα- and fasting-regulated transcripts in overnight fasted *Bcl6^fl/fl^*, *Ppara^-/-^*, and *Ppara^-/-^;Bcl6^LKO^* mouse livers, N = 5–6 per group. A one-way ANOVA and Holm-Sidak’s post-hoc testing was used to compare mean expression between groups. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

**Figure 5—figure supplement 2.**
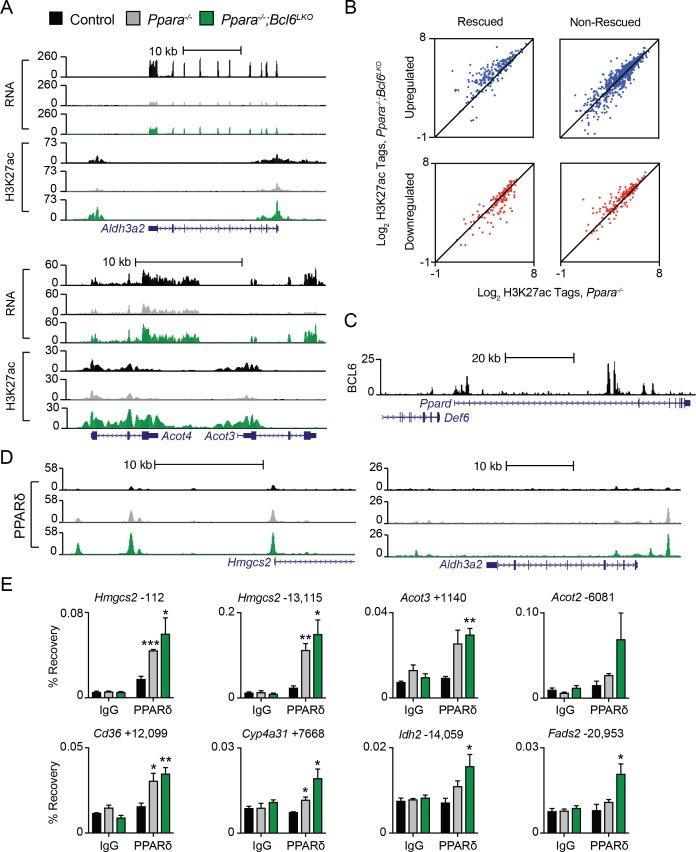
*Bcl6* deletion is linked to enhanced PPARδ binding in fasted Pparα^-/-^ mice. (**A–B**) UCSC genome browser tracks showing (**A**) RNA-seq and H3K27ac ChIP-seq data in fasted control *Bcl6^fl/fl^*, *Ppara^-/-^*, and *Ppara^-/-^;Bcl6^LKO^* livers at *Aldh3a2* and *Acot4/3.* (**B**) H3K27ac tags in *Ppara^-/-^;Bcl6^LKO^* and *Ppara^-/-^* at up- and down-regulated rescued (left panel) or non-rescued genes (right panel). (**C**) UCSC genome browser track of BCL6 binding along *Ppard*. (**D**) UCSC genome browser tracks showing PPARδ binding at rescued genes *Hmgcs2* and *Aldh3a2*. (**E**) ChIP-qPCR using pre-immune IgG and PPARδ antibodies at shared BCL6-PPARα-binding sites near rescued genes in fasted control, *Ppara^-/-^*, and *Ppara^-/-^;Bcl6^LKO^* livers. Enriched regions are located at the indicated distance (in base pairs) away from the TSS of specified genes. ChIPs were performed in technical duplicates and biological triplicates. For (**E**) a two-tailed Student’s t-test assuming equal variance was used to compare mean PPARδ IP values between *Ppara^-/-^* or *Ppara^-/-^; Bcl6^LKO^* and control. Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

Opposing regulation between PPARα and BCL6 was also observed at the level of chromatin modification. We profiled histone H3K27ac in overnight fasted *Bcl6*^fl/fl^ control, *Ppara^-/-^*, and *Ppara^-/-^;Bcl6^LKO^* mice using ChIP-seq (Figure 5C, left panel). Fasting-induced genes with impaired expression in *Ppara^-/-^* mice demonstrated low H3K27ac signal around BCL6-PPARα-binding sites in *Ppara^-/-^* compared to control mice. By contrast, in livers of *Ppara^-/-^;Bcl6^LKO^* animals, H3K27ac is reestablished or even enhanced at these sites (Figure 5C, top left panel; and Figure 5—figure supplement 2A). Reciprocal H3K27ac patterns were found at impaired fasting-repressed genes in *Ppara^-/-^* and *Ppara^-/-^;Bcl6^LKO^* animals (Figure 5C, bottom left panel). This pattern in H3K27ac at BCL6-PPARα sites occurred only at fasting impaired genes that were rescued in *Ppara^-/-^;Bcl6^LKO^* mice (Figure 5—figure supplement 2B). Thus, BCL6 de-repression restores aberrant liver cis-regulatory activity in *Ppara^-/-^* mice along fasting responsive genes.

### Loss of liver *Bcl6* relieves HDAC3-associated repression and enhances recruitment of PPARδ to shared BCL6-PPARα sites

Next, we sought to further understand how ablation of hepatocyte *Bcl6* could rescue fasting expression defects in *Ppara^-/-^* mice. The reestablishment of acetylation at fasting enhancers with BCL6-PPARα sites pointed to a shift in the balance of transcription factor complexes with histone deacetylase (HDAC) and acetyltransferase (HAT) activities at these co-regulated regions. Since hepatocyte BCL6 binds to SMRT/NCoR-HDAC3 at a subset of its binding sites (Figure 3C and D), we specifically examined HDAC3 occupancy at BCL6-PPARα peaks along rescued fasting genes. In the absence of *Bcl6*, HDAC3 was substantially diminished at these BCL6-PPARα sites (Figure 5D). Additionally, we tested whether BCL6 could influence other PPAR isotypes, which can be associated with CBP/p300 HAT complexes that acetylate H3K27 (Jin et al., 2011). Using qPCR, we found that *Ppard* levels were significantly increased in fasted *Ppara^-/-^;Bcl6^LKO^* compared to *Ppara^-/-^* mice, while *Pparg* levels were unchanged (Figure 5E). Moreover, BCL6 ChIP-sequencing revealed that BCL6 binds multiple intronic sites along the *Ppard* gene (Figure 5—figure supplement 2C), suggesting that it directly represses *Ppard* expression. 

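*Ppard* lies on chromosome 17 of mm10, from 28232754 to 28301469 on the plus strand. In C57BL/6 livers 3 BCL6 sites lay within the gene, all in introns. The site in intron 1, from 28236330 to 28236597, and that in intron 2 from 28277767 to 28277996 were called for BCL6 in fed livers only. The remaining intron 2 site, from 28279268 to 28279540, was called in fed and fasted livers. PPARα was called at all 3. In fed *Bcl6 fl/fl* livers 4 BCL6 peaks were called within *Ppard*, of which the intron 2 peak from 28279300 to 28279502 matches a C57BL/6 site. The other 3 lay in intron 1 (28234756 to 28234958), intron 2 (28240982 to 28241184) and intron 3 (28290386 to 28290588). The intron 2 sites that begin at 28277767 and 28279268 and the intron 3 peak are closer to the TSS of *Fance* than to that of *Ppard*.

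**Figure D3:**
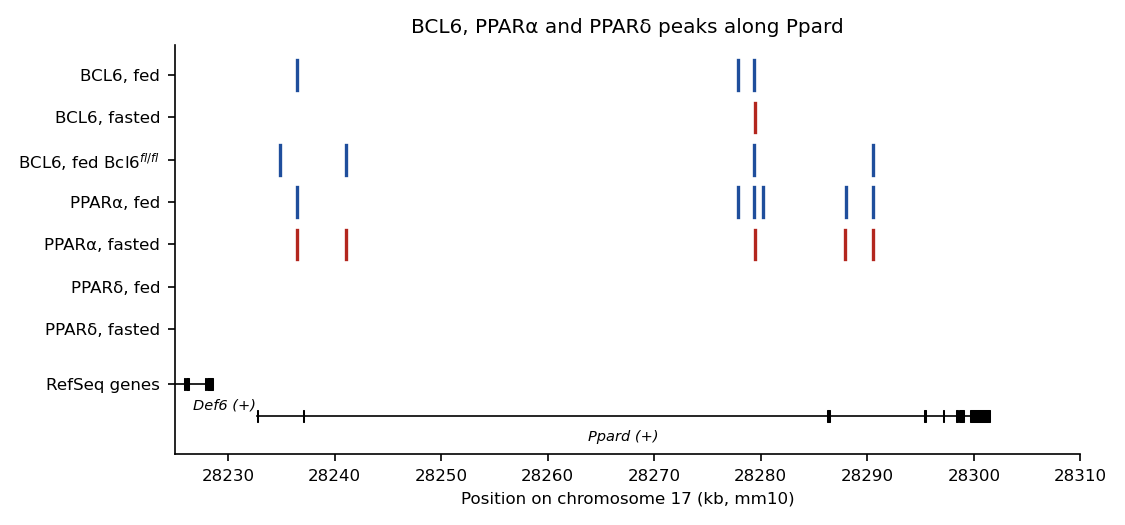
Map of *Ppard* on chromosome 17, with position in kb on the horizontal axis and 1 line of marks per peak list, blue for fed and red for fasted livers. Marks are centers of called peaks, and BCL6 has 3 marks in fed C57BL/6 livers, 1 in fasted livers and 4 in fed *Bcl6 fl/fl* livers.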

Consistent with their enhanced *Ppard* levels, we observed increased PPARδ binding near rescued genes in *Ppara^-/-^;Bcl6^LKO^* compared to *Ppara^-/-^* mice (Figure 5C, right panel), particularly at upregulated fasting genes (Figure 5F), including *Acot2,* (Figure 5G), *Hmgcs2*, *Aldh3a2* (Figure 5—figure supplement 2D), and others (Figure 5—figure supplement 2E). Together, these observations identified that loss of BCL6 directly relieves repression and potentiates PPARδ-mediated transactivation to restore fasting liver gene expression in *Ppara^-/-^;Bcl6^LKO^* mice.

### *Bcl6* ablation enhances hepatic lipid catabolism and reduces steatosis

Next, we determined the functional impact of the BCL6 regulatory program on hepatic regulation and lipid processing *in vivo*. *Ad libitum* fed *Bcl6^LKO^* mice exhibited higher circulating ketone bodies compared to *Bcl6^fl/fl^* mice (Figure 6A). This difference persisted after a 24 hr fast. Additionally, mice lacking hepatic *Bcl6* have higher rates of complete fatty acid oxidation as measured by oxidation of ^14^C-palmitate in liver homogenates (Figure 6B). In contrast, analysis of fatty acid uptake, triglyceride secretion, and hepatic lipogenesis based on *in vivo* deuterium incorporation revealed no other differences in lipid metabolism between *Bcl6^LKO^* mice and controls (Figure 6C–E). To test a broader role for BCL6 in lipid processing, we assessed hepatic triglyceride content after feeding mice high-fat diet (HFD) for 19 weeks. *Bcl6^LKO^* mice were profoundly protected from developing steatosis, as demonstrated by oil red O staining and more than a 50% reduction in hepatic triglyceride content compared to *Bcl6^fl/fl^* controls, despite similar increases in body weight (Figure 6F–H). Accompanying these reductions in hepatic lipid accumulation, HFD-exposed *Bcl6^LKO^* mice exhibited significantly lower levels of fasting serum glucose (Figure 6—figure supplement 1A) and a non-significant reduction in insulin (Figure 6—figure supplement 1B). Moreover, when challenged with a shorter term 5-week HFD, *Bcl6^LKO^* mice exhibited a trend towards enhanced insulin responsiveness, as measured by levels of phosphorylated AKT following acute administration of exogenous insulin (Figure 6—figure supplement 1C). These combined observations demonstrate that mice lacking hepatic *Bcl6* have heightened capacity to catabolize lipids via β-oxidation and subsequent ketogenesis or TCA cycling, as well as improved glucose homeostasis when challenged with high-fat diet.

**Figure 6.**
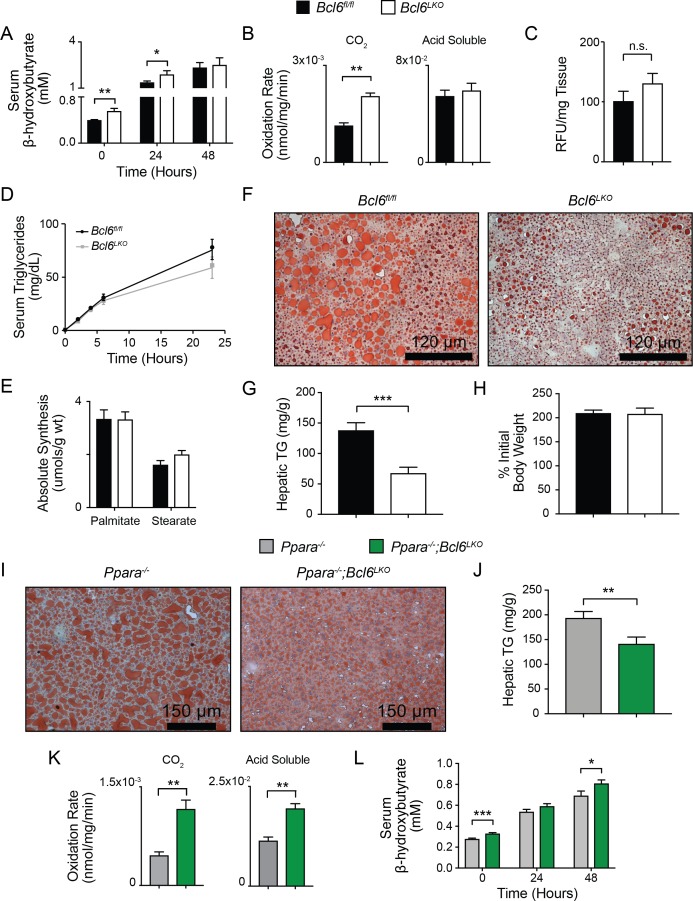
*Bcl6* deletion enhances fatty acid oxidation and ameliorates steatosis. (**A**) Serum β-hydroxybutyrate levels were measured in mice over the course of a 48 hr fast. N = 8–12 per group. (**B**) Rates of ^14^C-palmitate oxidation in *Bcl6^fl/fl^* and *Bcl6^LKO^* liver homogenates measured in CO_2_ and acid soluble fractions. N = 3 per group. (**C**) *In vivo* lipid uptake quantified by bodipy C_16_ assays in *Bcl6^fl/fl^* and *Bcl6^LKO^* mice. N = 7 per group. (**D**) Lipid secretion measured by serum triglyceride sampling over time after injecting *Bcl6^fl/fl^* and *Bcl6^LKO^* mice with Poloxomer. N = 11–13 per group. (**E**) *In vivo* palmitate and stearate synthesis determined by ^2^H incorporation in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers. N = 8–10 per group. (**F**) Oil red O staining in livers, (**G**) biochemical quantification of liver triglycerides, and (**H**) % change in body weight in *Bcl6^fl/fl^* and *Bcl6^LKO^* mice following 19 weeks on 45% high fat diet. N = 7–11 per group. (**I**) Oil red O staining in livers and (**J**) biochemical quantification of liver triglycerides from *Ppara^-/-^* and *Ppara^-/-^;Bcl6^LKO^* mice following a 48 hr fast. N = 16–18 per group. (**K**) Rates of ^14^C-palmitate oxidation in *Ppara^-/-^* and *Ppara^-/-^;Bcl6^LKO^* liver homogenates measured in CO_2_ and acid soluble fractions. N = 4–5 per group. (**L**) Serum β-hydroxybutyrate levels were measured in mice over the course of a 48 hr fast. N = 8–17 per group. A two-tailed Student’s t-test assuming equal variance was used to compare means between two groups. Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

**Figure 6—figure supplement 1.**
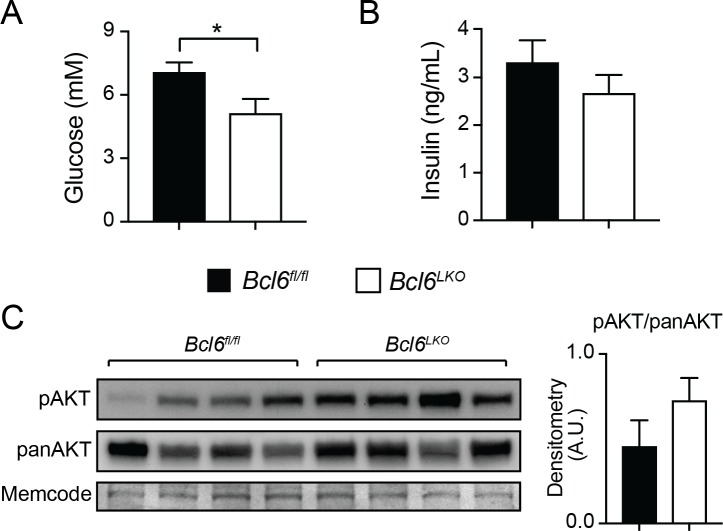
Mice lacking hepatic *Bcl6* have improved insulin sensitivity after high-fat diet. (**A–B**) Overnight fasted serum (**A**) glucose and (**B**) insulin in *Bcl6^fl/fl^* and *Bcl6^LKO^* mice after 17 weeks of high-fat diet. N = 6–9 per group. (**C**) Western blots showing phosphorylated AKT (pAKT) and total AKT (panAKT) protein levels following injection of insulin in *Bcl6^fl/fl^* and *Bcl6^LKO^* livers. MemCode membrane staining is used as the loading control. Densitometric analysis shows ratio of pAKT over panAKT (right). Data are represented as mean ±SEM. ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001.

*Ppara^-/-^* mice exhibit fasting hypoketonemia and impaired fatty acid oxidation leading to steatosis (Gao et al., 2015; Hashimoto et al., 2000; Kersten et al., 1999; Leone et al., 1999; Montagner et al., 2016). After 48 hr of fasting, *Ppara^-/-^* mice developed centrilobular macrosteatosis (Figure 6I), as previously reported (Hashimoto et al., 2000). Remarkably, *Ppara^-/-^;Bcl6^LKO^* animals were strongly protected from hepatic triglyceride accumulation based upon histological analysis with oil red O staining and demonstrated 23% reduced triglyceride accumulation compared to *Ppara^-/-^* mice (Figure 6I and J). Compared to fasted *Ppara^-/-^* mice, *Ppara^-/-^;Bcl6^LKO^* mice also had higher rates of ^14^C-palmitate oxidation in liver homogenates, exhibited in both completely oxidized ^14^CO_2_ and incompletely oxidized ^14^C-acid soluble intermediates (Figure 6K). In line with their reduced lipid accrual, *Ppara^-/-^;Bcl6^LKO^* mice also revealed higher ketone body levels (Figure 6L), suggesting that ablation of *Bcl6* can de-repress ketone body synthesis even in the absence of *Ppara*. Overall, these results established that loss of liver *Bcl6* rescues metabolic defects of *Ppara* deficiency.

## Discussion

Dynamic transcriptional programming is necessary to sustain life in environments of varying access to food, and the liver is central to orchestrate systemic metabolism in response to such changes. However, our understanding of the epigenomic programs that underpin feeding and fasting metabolism is limited and dominated by studies of hormonally-cued transcriptional activators. Our work has identified BCL6 as a potent repressor of lipid catabolism, both in the context of fasting and dietary lipid overload. On a genome-wide scale, BCL6 converges with PPARα at over 13,000 regulatory regions on which BCL6 binding is enriched with feeding, whereas PPARα is induced by fasting. This dynamic BCL6-PPARα cis-regulatory module annotates to over 1,400 fasting-responsive genes. Moreover, *Bcl6* ablation mimics the fasting transcriptional response, and a myriad of defects in *Ppara^-/-^* mice are partially rescued by concomitant deletion of hepatocyte *Bcl6,* ranging from defective fasting enhancer activity and gene expression to impaired fatty acid oxidation, hypoketonemia, and susceptibility to steatosis. Together, these findings evidence a powerful role for BCL6 to epigenomically oppose PPARα and to suppress fatty acid oxidation.

Previously, BCL6 functions outside of hematopoietic cells were poorly defined. In liver, prior analysis supported a role for BCL6 in competing with STAT5 and modulating responses to growth hormone and drug metabolism (Chikada et al., 2018; Zhang et al., 2012). Further, a study of whole-body knockout mice posited a role for BCL6 in systemic metabolism, but it was confounded by analysis limited to animals with severe and frequently fatal inflammatory disease (LaPensee et al., 2014). Original characterization of *Bcl6^-/-^* mice demonstrated variable degrees of growth retardation and ill health within three weeks of life, with half dying before 5 weeks of age (Dent et al., 1997). Over 80% of *Bcl6^-/-^* mice exhibit myocarditis and over 70% have pulmonary vasculitis with elevated levels of IL-4,–5, and −13, cytokines known to directly impact liver metabolism (Ricardo-Gonzalez et al., 2010; Stanya et al., 2013). Thus, metabolic phenotyping of whole body *Bcl6* knockout mice was uninformative (LaPensee et al., 2014), and the role for BCL6 in cell-intrinsic hepatic lipid metabolism was previously unknown. Using genetic, genomic, and isotopic analyses we reveal that loss of *Bcl6* in hepatocytes causes cell-autonomous enhancement of fatty acid oxidation without a direct impact on lipid synthesis.

Physical interactions between BCL6 and various cofactors have been well documented and in immune cells mediate distinct functional roles (Huang et al., 2014; Huang et al., 2013). Among these interaction partners are SMRT and NCoR, which bind to the BCL6 N-terminal BTB domain and function as scaffolds to recruit HDAC3 and other corepressive machinery (Perissi et al., 2010). In liver, we found nearly 80% overlap between BCL6 and the cistromes of SMRT, NCoR, and HDAC3. Moreover, loss of BCL6 was associated with significantly diminished occupancy of these cofactors at BCL6-bound regulatory regions (Figure 3). However, thousands of SMRT, HDAC3, and particularly NCoR binding peaks were independent of BCL6. Furthermore, even at regulatory regions where BCL6 and these coregulators colocalize, persistent ChIP-seq signals for SMRT, NCoR, and HDAC3 are often observed in the genetic absence of *Bcl6*. These findings indicate that SMRT, NCoR, and HDAC3 may frequently engage multiple transcription factor complexes within a single regulatory region. Given their extensive interactions, there is tremendous complexity in deciphering corepressor roles in metabolic regulation. Indeed, knockouts and various knockin mutants of NCoR, SMRT, and HDAC3 have demonstrated hepatic steatosis phenotypes (Knutson et al., 2008; Mottis et al., 2013; Shimizu et al., 2015; Sun et al., 2012), in contrast to the lipid overload-protected phenotype observed here with hepatocyte *Bcl6* ablation. The cofactor requirements for BCL6-mediated control in the liver and extent to which SMRT/NCoR-HDAC3 are responsible for its potent repression of lipid catabolism warrant further investigation.

The clustering of transcription factors at regulatory regions has been proposed as a flexible mechanism to control diverse gene expression patterns during development and in response to environmental stimulus (Arnone and Davidson, 1997; Smith et al., 2013). Motif enrichment indicated a relationship between the BCL6 repressor and the PPAR subfamily of lipid-activated nuclear receptors. PPARα is the predominant PPAR isotype in liver, while PPARδ is expressed at lower levels but was reported to physically interact with BCL6 (Lee et al., 2003). However, we find that *Ppara* and *Ppard* are each genetically dispensable for chromatin recruitment of BCL6. Thus, BCL6 opposition to PPARα occurs via proximate binding at independent cis-regulatory elements, a mechanism distinct from FXR, which has been reported to counter PPARα transcriptional outputs through competition for DR1-binding sites (Lee et al., 2014). The regulatory interaction between BCL6 and PPARα is also unique from other integrative regulators of hepatic lipid metabolism such as HNF6 and REV-ERBα, which cooperatively repress transcription via tethering (Zhang et al., 2016). In addition to PPARs, it is possible that other transcriptional activators predicted to converge with BCL6 including HNF6 and HNF4, FOXA1, and C/EBP (Figure 1B), collaborate with BCL6 and PPARα in hepatic lipid regulation (Hayhurst et al., 2001; Zhang et al., 2016).

The BCL6-PPARα regulatory module is remarkable for its widespread occurrence along genes controlling lipid catabolism. We speculate that BCL6-PPAR elements in fasting enhancers endow them with variably repressive or activating regulatory potential, contributing to highly dynamic gene expression across the feeding to fasting transition. In a related manner, genetic ablation of *Bcl6* de-represses these regulatory regions and compensates for loss of PPARα transactivity in *Ppara^-/-^;Bcl6^LKO^* mice. Remarkably, this occurs both directly, via loss of active repression at BCL6-PPAR elements, and indirectly by upregulating *Ppard* to enhance transactivity at BCL6-PPAR sites. Thus, we find that liver metabolic shifts are not simply directed by inducible transactivating factors. Rather, ‘active repression’ (Hanna-Rose and Hansen, 1996) by BCL6 and its dynamic modulation play key additional roles in toggling between the fed and fasted state and determining hepatic lipid accumulation. Since inhibitors of BCL6 have been developed to target BCL6 and selective interactions with its corepressors (Cardenas et al., 2016; Lu et al., 2018), these findings also raise the possibility that BCL6 de-repression could represent a future therapeutic strategy for non-alcoholic fatty liver disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional Information
Genetic reagent (*Mus musculus*)	*Bcl6^fl/fl^*	PMID 30566857		
Genetic reagent (*Mus musculus*)	*Albumin-cre*	Jackson Laboratory	Stock #003574	
Genetic reagent (*Mus musculus*)	*Ppara^-/-^*	Jackson Laboratory	Stock #008154	
Genetic reagent (*Mus musculus*)	*Ppard^fl/fl^*	Jackson Laboratory	Stock #005897	
Antibody	anti-BCL6 (guinea pig polyclonal)	PMID 30566857		custom polyclonal 7.5 μg per IP
Antibody	anti-PPARδ (guinea pig polyclonal)	PMID 28467934		custom polyclonal 7.5 μg per IP
Antibody	anti-SMRT (guinea pig polyclonal)	PMID 22465074		custom polyclonal 7.5 μg per IP
Antibody	anti-NCoR (guinea pig polyclonal)	PMID 22465074		custom polyclonal 7.5 μg per IP
Antibody	anti-HDAC3 (rabbit polyclonal)	Santa Cruz	Cat. #: sc-11417x	5 μg per IP
Antibody	anti-H3K27ac (rabbit polyclonal)	Active Motif	Cat. #: 39133	5 μg per IP
Antibody	anti-pAKT (rabbit monoclonal)	Cell Signaling	Cat. #: 4060 s	(1:1000)
Antibody	anti-panAKT (rabbit monoclonal)	Cell Signaling	Cat. #: 4691 s	(1:1000)
Antibody	anti-BCL6 (mouse monoclonal)	Santa Cruz	Cat. #: sc7388	(1:200)
Antibody	anti-β-Actin (mouse monoclonal)	Sigma-Aldrich	Cat. #: A1978	1:1000)
Antibody	anti-PPARα (rabbit polyclonal)	Santa Cruz	Cat. #: sc-9000x	7.5 μg per IP; WB: (1:500)
Antibody	Peroxidase AffiniPure Goat Anti-Mouse IgG	Jackson ImmunoResearch	Cat. #: 115-035-174	(1:20,000)
Antibody	Peroxidase IgG Fraction Monoclonal Mouse Anti-Rabbit IgG	Jackson ImmunoResearch	Cat. #: 211-032-171	(1:20,000)
Antibody	Rabit Anti-guinea pig IgG H and L	Abcam	Cat. #: ab6698	
Chemical compound, drug	DSG Crosslinker	ProteoChem	Cat. #: c1104	
Chemical compound, drug	Formaldehyde, 16%, methanol-free, Ultra Pure	Polysciences, Inc	Cat. #: 18814–20	
Chemical compound, drug	RNA*later* Stabilization Solution	ThermoFisher Scientific	Cat. #: AM7020	
Chemical compound, drug	TRIzol Reagent	ThermoFisher Scientific	Cat. #: 15596018	
Chemical compound, drug	Poloxamer 407	Sigma-Aldrich	Cat. #: 16758	
Chemical compound, drug	cOmplete Ultra Tablets, EDTA-free	Sigma-Aldrich	Cat. #: 5892953001	
Chemical compound, drug	Deuterium oxide	Sigma-Aldrich	Cat. #: 151882	
Chemical compound, drug	Sodium Palmitate	Sigma-Aldrich	Cat. #: P9767	
Chemical compound, drug	Palmitic Acid, [1–14C]	MP Biomedicals	Cat. #: 12195	
Chemical compound, drug	BODIPY 500/510 C1, C12	Invitrogen	Cat. #: D3823	
Chemical compound, drug	Humulin R	Lilly	NDC 0002-8215-01	
Commercial assay or kit	Dynabeads M-280 Sheep Anti-Rabbit IgG	Invitrogen	Cat. #: 11204D	
Commercial assay or kit	Dynabeads M-280 Tosylactivated	Invitrogen	Cat. #: 14204	
Commercial assay or kit	Protein A Agarose/Salmon Sperm DNA	Millipore	Cat. #: 16–157	
Commercial assay or kit	iScript cDNA Synthesis Kit	BioRad	Cat. #: 1708891	
Commercial assay or kit	iTaq Universal SYBR Green	BioRad	Cat. #: 1725124	
Commercial assay or kit	Infinity Triglyceride Assay Kit	ThermoFisher Scientific	Cat. #: TR22421	
Commercial assay or kit	β-Hydroxybutyrate (Ketone Body) Colorimetric Assay Kit	Cayman Chemical	Cat. #: 700190	
Commercial assay or kit	Ultra Sensitive Mouse Insulin ELISA Kit	Crystal Chem	Cat. #: 90080	
Commercial assay or kit	Glucose Colorimetric /Fluorometric Assay Kit	BioVision	Cat. #: K606	
Commercial assay or kit	Microvette CB 300 K2E	Sarstedt	Cat. #: 16.444	
Commercial assay or kit	MemCode Reversible Protein Stain Kit	ThermoFisher Scientific	Cat. #: 24585	
Commercial assay or kit	Whatman qualitative filter paper	Sigma-Aldrich	Cat. #: WHA1003055	
Commercial assay or kit	KAPA Hyper Prep Library Prep Kit	Kapa Biosystems	Cat. #: KK8504	
Commercial assay or kit	KAPA Stranded RNA-seq Kit with RiboErase	Kapa Biosystems	Cat. #: KK8483	
Commercial assay or kit	NextSeq 500/550 High Output Kit v2.5 (75 cycles)	Illumina	Cat. #: 20024906	
Other, research diet (45% kcal from fat)	HFD	Research Diets, Inc	Stock #D12451	

### Mice

*Bcl6^fl/fl^* mice were generated through the UC Davis Mouse Biology Program by engineering loxP sites between exons 5 and 6 of the mouse *Bcl6* locus. Cre-mediated deletion creates a frameshift mutation, resulting in a protein of 138 amino acids (compared to 708 amino acids in wild-type BCL6) lacking exons 5–10 and the zinc finger DNA binding domain. *Ppara^-/-^* (Stock #008154) and *Ppard^fl/fl^* (Stock #005897) mice were obtained from Jackson Laboratories. *Bcl6^fl/fl^* and *Ppard^fl/fl^* mice were crossed with *Albumin-Cre* animals (Jackson Laboratories, Stock #003574) to generate *Bcl6^fl/fl^; Albumin-Cre* (*Bcl6^LKO^*) and *Ppard^fl/fl^; Albumin-Cre* (*Ppard^LKO^*) mice, respectively. Mice were maintained on a 14:10 light: dark (LD) cycle with free access to water. Unless otherwise specified, ‘fed’ refers to *ad libitum* feeding with standard chow and ‘fasted’ refers to a 16–18 hr overnight fast. High-fat diet containing 45% of kcal from fat was obtained from Research Diets, Inc (Stock #D12451). All animal care and use procedures were conducted in accordance with regulations of the Institutional Animal Care and Use Committee at Northwestern University.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed as previously described (Barish et al., 2010). ChIP samples were prepared in biological triplicate (three animals per condition), unless otherwise specified. Mouse livers were harvested, rinsed in PBS, and crosslinked at room temperature for 30 min in 2 mM disuccinimidyl glutarate and then for 10 min in 1% formaldehyde. After quenching with 125 mM glycine, crosslinked material was rinsed twice with cold PBS and frozen at −80°C until further processing. Crosslinked material was lysed in buffer containing 0.75M NaCl, 1% Triton X, 0.5 mM Tris, 0.05 mM EDTA, and 0.5% NP-40. Isolated nuclei were then sheared in buffer containing 1% SDS, 10 mM EDTA, and 50 mM Tris for six cycles (30 s on, 30 s off) using a Diagenode Bioruptor to shear chromatin into 200–1000 bp fragments. Protein-DNA complexes were incubated overnight with antibody against BCL6 (custom polyclonal to mouse BCL6), PPARα (Santa Cruz), PPARδ (custom polyclonal to mouse PPARδ) (Fan et al., 2017), SMRT (custom polyclonal to mouse SMRT) (Barish et al., 2012), NCoR (custom polyclonal to mouse NCoR) (Barish et al., 2012), HDAC3 (Santa Cruz) or H3K27ac (Active Motif). Antibody complexes were precipitated with IgG paramagnetic beads (ThermoFisher) for ChIP-seq or Protein A agarose beads (Millipore) for ChIP followed by qPCR. DNA was decrosslinked and purified using MinElute PCR purification columns (Qiagen). ChIP DNA was either assessed via qPCR and expressed as percent recovery of input chromatin or further processed into libraries for ChIP-seq. See Supplementary file 1 for ChIP qPCR primers.

### ChIP sequencing

Sequencing libraries were generated from ChIP DNA using KAPA DNA Library Preparation kits (Kapa Biosystems) according to manufacturer’s instructions. Libraries were assessed by Bioanalyzer (Agilent) and qPCR-based quantification (Kapa Biosystems) and sequenced on an Illumina NextSeq 500 instrument using 75 bp single-end reads. Raw sequence reads were aligned to a reference genome (mm10) using Bowtie version 1.1.1 (Langmead et al., 2009) using ‘-m 1’ and ‘--best’ parameters to ensure reporting of uniquely mapped reads. Tag directories were generated using ‘makeTagDirectory’ using the -tbp 1 option to limit the number of reads starting at the same position to 1. ChIP-seq peaks were identified and analyzed using HOMER (Heinz et al., 2010). ChIP-seq peaks were identified in HOMER using the ‘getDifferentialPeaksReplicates.pl’ command, specifying ‘-style factor’ to generate a high confidence set of peaks across triplicate samples. This command generates a peak list in three steps: first, it pools target tag directories to perform an initial peak identification against input; second, it quantifies raw reads of each target and input tag directory at the initial putative peaks; third, it calls DESeq2 to calculate enrichment values for each peak using the individual raw counts and returns only those peaks that pass two fold enrichment and FDR < 0.05. Peaks were annotated to nearest genes using ‘annotatePeaks.pl.’

To characterize enriched motifs near BCL6-binding sites, we used HOMER’s ‘findMotifsGenome.pl’ command to scan 50 bp windows surrounding BCL6 peaks, including the -mask option compared to random whole genome sequences. Motif densities were then quantified using HOMER’s ‘annotatePeaks.pl’ using known motifs for PPARE, RXR, LXRE, and FXR; the BCL6 motif displayed in the density plots was identified with HOMER’s *de novo* motif discovery tool using 200 bp scanning windows surrounding BCL6 peaks. Motif finding near SMRT, NCoR, and HDAC3 peaks used a 200 bp scanning window; the top 20 motifs by p-value were included in the heatmap. Enriched motifs were identified in all peaks for each factor compared to random whole genome sequences. Peak sets were then each compared to BCL6 to identify enriched motifs at shared sites against DNA sequences from unique sites. Conversely, for each cofactor, enriched motifs were identified at unique sites compared against DNA sequences from peaks shared with BCL6.

To generate the tag density scatter plots and histograms, tags were quantified using HOMER’s ‘annotatePeaks.pl’ command, with either ‘-size 400’ option or ‘-size 2000 -hist 25’ options, for scatter plots and histograms, respectively. HOMER’s ‘mergePeaks’ was used to compare different peak sets, defining overlapping peaks as those with a maximum distance between peak centers of 200 bp. BigWig browser tracks were generated using HOMER’s ‘makeMultiWigHub.pl’ program and then viewed on the UCSC Genome Browser (Kent WJ et al., 2002). Gene ontologies for ChIP-seq data were generated using GREAT (McLean et al., 2010) by annotating ChIP-seq peaks to the single nearest gene.

To calculate distance between BCL6 and PPARα peaks, the distance between each BCL6 peak and the nearest PPARα peak was calculated using HOMER’s ‘annotatePeaks.pl’ command and the ‘-pdist’ option. Distances < 200 bp were plotted in a histogram where each bin represents increasing increments of 10 bp.

The four-way Venn was generated using Intervene (Khan and Mathelier, 2017).

### RNA sequencing and analysis

Liver samples (<30 mg) were stored in 1 mL of RNAlater Stablization Solution (Ambion) at −80° immediately following harvest. To isolate total RNA, tissues were homogenized in 1 mL buffer RLT (Qiagen) using the Mo Bio Powerlyzer. RNA was isolated and purified using RNeasy columns according to the manufacturer’s protocol (Qiagen). RNA quality was assessed using a Bioanalyzer (Agilent) to ensure a RIN score greater than 7.0.

Sequencing libraries were constructed from purified RNA using the KAPA Stranded RNA-seq Kit with RiboErase (HMR) according to the manufacturer’s instructions. Libraries were quantified using both a Bioanalyzer (Agilent) and qPCR-based quantification (Kapa Biosystems) and sequenced on an Illumina NextSeq 500 instrument using 75 bp single-end reads.

RNA raw sequence reads were aligned to a reference genome (mm10) using STAR version 2.4.0 hr (Dobin et al., 2013). Aligned reads included only unique mappers and those with fewer than four mismatches. Gene expression at exons was quantified using HOMER (Heinz et al., 2010). Differentially expressed RNAs were then normalized and identified using DESeq2 version 1.14.1 (Love et al., 2014) with an adjusted FDR < 0.05. Direct comparisons were made between *Bcl6^fl/fl^* fed and fasted animals, as well as between fed *Bcl6^fl/fl^* and *Bcl6^LKO^* animals to generate lists of differentially expressed genes.

To compare the BCL6 cistrome and transcriptome, BCL6 ChIP-seq peaks were annotated to the nearest transcription start site using ‘annotatePeaks.pl’ in HOMER and then grouped based on the liver gene expression change of the annotated gene in *Bcl6^LKO^* mice compared to *Bcl6^fl/fl^* controls. Peaks were grouped as ‘repressed,’ ‘activated,’ or ‘unchanged’ BCL6 peaks if gene expression was higher, lower, or unaffected in *Bcl6^LKO^*, respectively.

To determine ‘rescued’ gene expression in *Ppara^-/-^;Bcl6^LKO^* animals, impaired gene expression in *Ppara^-/-^* animals was first defined. To do this, we first identified genes that were significantly changed (adjusted p-value<0.05) with fasting in *Bcl6^fl/fl^* control animals. Then, among genes normally upregulated with fasting, we identified genes that were significantly less expressed (adjusted p-value<0.05) in fasted *Ppara^-/-^* compared to fasted control mice. Similarly, we identified genes normally downregulated with fasting that were significantly more expressed in fasted *Ppara^-/-^* compared to control fasted mice. Collectively, these significantly different up- and downregulated genes represent dysregulated genes in fasted *Ppara^-/-^* mice. To then determine rescued gene expression in *Ppara^-/-^;Bcl6^LKO^* animals, we identified dysregulated *Ppara^-/-^* genes that demonstrated no significant difference in gene expression between control fasted mice and *Ppara^-/-^;Bcl6^LKO^* fasted mice, indicating a restoration of fasting gene expression to control levels. We also identified partially rescued gene expression. Upregulated fasting genes with significantly lower expression in fasting *Ppara^-/-^* animals were considered partially rescued if fasting *Ppara^-/-^;Bcl6^LKO^* gene expression was significantly higher than *Ppara^-/-^* but also still significantly lower than control gene expression. Similarly, downregulated fasting genes with significantly higher expression in fasting *Ppara^-/-^* animals were considered partially rescued if fasting *Ppara^-/-^;Bcl6^LKO^* gene expression was significantly lower than *Ppara^-/-^* but also still significantly higher than control gene expression.

Gene ontology analysis was performed on differential genes with an adjusted p-value<0.05 and a log fold change greater than one using Metascape (Tripathi et al., 2015). Enrichment analysis included terms from Reactome Gene Sets, GO Biological Processes and KEGG Pathways.

RPKM values were generated using HOMER (Heinz et al., 2010) and displayed as heatmaps using Morpheus (Gould, 2019). The distance matrix heatmap was generated using the ‘dist’ function in R version 3.4.3 (R Development Core Team, 2017) and plotted with the heatmap.2 function and the ‘RColorBrewer’ package (Neuwirth, 2014).

To generate the heatmap of H3K27ac and PPARδ enrichment at BCL6-PPARα peaks near rescued genes, relevant BCL6-PPARα-bound regions were identified by annotating peaks to the nearest transcription start site using HOMER. H3K27ac ChIP-seq enrichments in fasted control, *Ppara^-/-^* and *Ppara^-/-^;Bcl6^LKO^* samples were then quantified at these peaks using ‘annotatePeaks.pl’ and the ‘-size 6000 -hist 25 -ghist’ options; PPARδ ChIP-seq enrichment was quantified using ‘-size 3000.’ The signal averages across biological replicates were plotted as a heatmap using Morpheus.

All UCSC genome browser tracks represent combined tag directories across replicates.

Genes differentially expressed with fasting were classified based on their association with regulatory regions. First, shared BCL6-PPARα ChIP-seq peaks were annotated to the single nearest gene using HOMER. Using these annotations, genes differentially expressed with fasting (adjusted p-value<0.05) were then grouped based on presence or absence of a nearby shared BCL6-PPARα annotated peak. Of those differential fasting genes without an annotated shared BCL6-PPARα peak, genes were further grouped based on presence of annotated BCL6 unique and PPARα unique ChIP-seq peaks. Some genes had both BCL6 unique and PPARα unique peaks, but these were non-overlapping. Other genes had neither BCL6- nor PPARα-annotated peaks nearby. The frequency of BCL6-PPARα, PPARα only, or BCL6 only peaks per fasting gene was also calculated.

### qPCR analysis

Frozen liver tissues were homogenized in Trizol (Ambion) using a Mo Bio Powerlyzer. Chloroform was added at 200 μL to 1 mL homogenates in Trizol. The clear aqueous phase was extracted after centrifugation. RNA was then isolated with a RNeasy kit (Qiagen), according to manufacturer’s protocol. cDNA was synthesized with 600–1000 ng of RNA using the iScript cDNA Synthesis Kit (BioRad). Gene expression was then assessed via qPCR using iTaq Universal SYBR Green Supermix (BioRad). Gene expression was normalized to the housekeeping gene, *36b4*. See Supplementary file 2 for primer sequences.

### Histology

For the hematoxylin and eosin (H & E) staining, liver tissues were fixed in 10% formalin overnight and then moved to 70% EtOH. Fixed tissues were paraffin embedded, cut, and stained by the Northwestern University Research Histology and Phenotyping Laboratory which is supported by NCI P30-CA060553 awarded to the Robert H. Lurie Comprehensive Cancer Center. For oil red O staining, liver samples frozen in OCT were cut to 5–7 μm with a Leica cryostat, mounted onto slides, stained with oil red O, and counterstained with hematoxylin.

### Lipid and metabolite measurements

We measured serum triglycerides (Infinity Thermo Fisher) and ketone bodies (Cayman Chemical) using commercial kits. To measure tissue triglycerides, we extracted lipids using a modified version of the Folch Method (Folch et al., 1957). In brief, tissues were homogenized in 1 mL of methanol using the Mo Bio Powerlyzer. Homogenates were transferred to glass tubes and incubated several hours in 1:2 methanol:chloroform after briefly vortexing. 0.9% NaCl was added to homogenates overnight to separate the chloroform lipid-containing layer from the methanol layer. The next day, the methanol and any floating tissue was aspirated. The remaining chloroform layer was dried under nitrogen gas. Lipid was resuspended in 2-propanol and quantified using the Infinity Thermo Fisher triglyceride kit. Quantified lipid was normalized to tissue weight. Serum insulin was measured via ELISA (Crystal Chem) and serum glucose was measured using a colorimetric assay (BioVision).

### Hepatic triglyceride secretion

We fasted mice for 4 hr and then injected mice intraperitoneally with a 7.5% poloxamer solution in PBS at a dose of 1 mg/g body weight. Tail-vein blood samples were collected over time using capillary Microvettes (Sarstedt).

### *De novo* lipogenesis

The rate of hepatic lipogenesis was determined via incorporation of ^2^H into newly made TG-bound fatty acids, as described elsewhere (Bederman et al., 2006). Briefly, mice were injected i.p. with 0.7 mL of ^2^H-labeled saline (9 g of NaCl in 1 L of 99.9% ^2^H_2_O). For the next 24 hr, mice were maintained on 6% ^2^H-labeled drinking water and then harvested. Terminal serum and liver tissue samples were collected and flash frozen. Sample processing and GC/MS analysis was performed as described previously (Bederman et al., 2012).

### Fatty acid oxidation

We determined rates of fatty acid oxidation in liver homogenates by measuring oxidation of ^14^C palmitate (Hirschey and Verdin, 2010). Briefly, tissue was dounce homogenized in sucrose/Tris/EDTA buffer and incubated for 30 or 60 min in a reaction mixture containing 0.4 uCi ^14^C palmitate. After reacting with the labeled palmitate, mixtures were transferred to tubes containing 1M perchloric acid with Whatman paper discs soaked in 1M NaOH in the lids. Scintillation counting was used to measure ^14^C in the acid-soluble fraction and in disc-trapped CO_2_, representing partially and fully oxidized radiolabeled palmitate, respectively. Fatty acid oxidation rates were then expressed as amount of substrate oxidized per tissue weight per minute.

### *In vivo* lipid uptake

Mice were injected with BODIPY-C16 (Life Technologies) to assess lipid uptake, as described elsewhere (Wilson et al., 2016). BODIPY-C16 was resuspended in dimethylsulfoxide at 10 mM. Then, a 0.1 μg/μL working stock was made in 0.25% fatty-acid-free BSA (Sigma-Aldrich) solution in PBS. Mice were fasted for 4 hr and then injected intraperitoneally with BODIPY-C16 at 0.5 μg/g of body weight. After 5 hr, tissues were collected and flash frozen. 80–120 mg of liver tissues were dounce homogenized in RIPA buffer. 25 μL volumes of cleared tissue homogenates were diluted 1:4 in PBS and analyzed using a fluorescent plate reader (Ex 485 nm, Em 515 nm). Saline-injected mouse liver homogenates were used to control for background fluorescence. Tissue fluorescence was normalized to tissue weight.

### Insulin signaling assay

Mice were placed on 5 weeks of high-fat diet. After a 5 hr fast, mice were injected intraperitoneally with 1 U/kg recombinant insulin. Ten minutes later, mice were sacrificed and their tissues were harvested.

### Western blotting

Frozen liver tissues were dounce homogenized in RIPA buffer. After incubating on ice for 10 min, homogenates were centrifuged at full speed for 15 min at 4°; supernatant was then collected and stored at −80°. Protein was quantified with a BCA assay (Thermo Scientific) and 2 μg/μL lysates were boiled for 5 min in 5x loading buffer. Denatured protein lysates were loaded in precast polyacrylamide gels (BioRad) and transferred to PVDF membranes (BioRad). Membranes were blocked with 5% milk in PBST and probed with primary antibodies for BCL6 (Santa Cruz, D-8) at 1:200, PPARα (Santa Cruz, H-98) 1:500, pAKT (Cell Signaling, 4060) 1:1000, panAKT (Cell Signaling, 4691) 1:1000 or β-actin (Sigma, A1978) 1:1000 overnight at 4°. Secondary antibodies were added for 1 hr at room temperature (Jackson ImmunoResearch). Protein was then visualized using ECL (ThermoScientific). MemCode Reversible Stain was used to visualize total protein (Thermo Fisher Scientific). Protein densitometry was quantified using ImageJ 1.51 s (Schneider et al., 2012).

### Accession numbers

All RNA-seq and ChIP-seq data are deposited in GEO SuperSeries accession #GSE118789.

## Data Availability

Sequencing data have been deposited in GEO under SuperSeries accession #GSE118789. The following dataset was generated: BarishGD2018BCL6 de-repression induces the fasting transcriptome and protects from steatosisNCBI Gene Expression OmnibusGSE118789

# Supplementary material for: Dynamic repression by BCL6 controls the genome-wide liver response to fasting and steatosis
**Source:** eLife. 2019 Apr 15;8:e43922. doi: 10.7554/eLife.43922
**Supplement:** Supplementary file 1.

| **Regulatory Region** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Abhd2* +37,143 | TCTTTGTGCCTTGTGGAGTT | CTGCAGCAAAGCAGGATTTC |
| *Acot2* -6081 | CCACAAGGGCACTTGATACT | AGAGTGGGCACCATTTCAG |
| *Acot3* +1140 | GGGGCGTAAGGAGAGTAAGG | TAAGCCCGTTAGCGTTTGTT |
| *Acot4* -5338 | GGTCCATGAAACATTTACTCTCTTAAC | CAGATCCCTGTTGACTCTTTCC |
| *Acot4* +4073 | CACATCTTGGGCCACTGATTA | GGACCTCATTTCCAGTGAATCT |
| *Angptl4* +2159 | CACCCATGTGGTTCCCATTA | AGACTCAGCCTAGCCAAGTA |
| *Bdh1* -22,923 | CATCTGAAGGCTGCTCTCAA | GTCAGGGTTACCCAACCATAAG |
| *Cd36* +12099 | GCTGAGAGCAGAATGACACTAT | TCTGGGTGAATAATCTTCCCTATTT |
| *Cyp4a31* +7668 | CATTTGAGGCAAGGTTCACAC | CCATTTGGCAACTGCAAGAG |
| *Ehhadh* +4817 | CCCATAGGGAGAAAGATCCTCTA | AACCATCGTACACAGGACAAG |
| *Fads2* -20,953 | AAGTGCCAACCTGGAAGAA | CAATCTCTGACCTCTGATCTCTATG |
| *Hmgcs2* -112 | AGAGCCAGCCAGCTAGATA | AGGTCTCAGAACAAGTCAAAGG |
| *Hmgcs2* -13115 | AAACTCCAAGAGCGGATTGT | GTCAGAGTTCCCAAGGAAAGTAG |
| *Idh2* -14,059 | CAGTGCTACACCAGCAATCA | GCTGGCTTGAATGTCCAAATC |
| *Por* +1532 | TGGAGCTATTGGTAGCTTTGG | CAACAGAGAATCGATGAGGGTAG |

# Supplementary material for: Dynamic repression by BCL6 controls the genome-wide liver response to fasting and steatosis
**Source:** eLife. 2019 Apr 15;8:e43922. doi: 10.7554/eLife.43922
**Supplement:** Supplementary file 2.

| **Gene name** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *36b4* | AGATGCAGCAGATCCGCA | GTTCTTGCCCATCAGCACC |
| *Abcd1* | GGCTGAGCCATAGGAAGTAAG | GGTTTCGGCAGGGATGTAA |
| *Abcd2* | CAAACCCTGACCAGTCTCTTAC | TAGCTGTCCGGATGAGAGTATAG |
| *Abhd2* | CCAGCAAACCGAGGGAAATA | GACACTGTGGCTTAGGAATGT |
| *Acadvl* | CTTTGCAGGGACTCAAGGAA | CAAGCGAGCATACTGGGTATTA |
| *Acnat2* | CGAGCAAAGGAGCAGAGATT | GGGAAGATTGTGATGGTGGT |
| *Acot1* | CAGCAGCTCCAGACTTTCTT | CCCAACCTCCAAACCATCATA |
| *Acot2* | GTTGGGAACACCATCTCCTAC | CGACATCCAAGAGACCATCTTT |
| *Acot3* | CACCGCTACCTGGGATGTAAT | CCTTCCAAGCCTCTTTCTAGT |
| *Acot4* | TACAGGCTCATGGAAAGGAAAG | TGGGCACATGGGAAAGTAAG |
| *Acss3* | CCAGGAAGCATTCAAGCATTTA | CCACTCGGGACATCACATATAG |
| *Aldh3a2* | CAAGTGCTGAGAGGATGTAGAC | ATGGCCAAGGAGCAGTTATC |
| *Bcl6* | GCTCGGAATGCTCCATACTT | TCGAAATGCAGGGCAATCT |
| *Bdh1* | CACTGTTCTAGCTCCTGTCTTC | CATCCCGCTGTCAGGTAAAT |
| *Cd36* | AGTAGAACCGGGCCACGTAGA | CGCCAACTCCCAGGTACAAT |
| *Cyp4a31* | GCAGGAGGCAGAAAGGATTAT | CAAATCGGGTCAGGCTTAGAG |
| *Ehhadh* | GGTCGTTGGAGTTCCTGTTGCT | TGGGCAAGCTTGGGACTGGC |
| *Fgf21* | CTACACAGATGACGACCAAGAC | CTTTGAGCTCCAGGAGACTTTC |
| *Hadh* | ATGCCCTTTAGCACAGTTGGA | GGGCCACTGTCCTTGGGTA |
| *Hmgcl* | AGATGGGTGTGAGTGTTGTG | ATGTAGACCAGGTCCTCAGTAG |
| *Hmgcs2* | CACATGAGACCCTCGATCTTTC | CACTGGCTTCTCTTTCGTGTAG |
| *Idh2* | AACACCGACGAGTCCATTTC | TCAAGTAGAGCGGCCATTTC |
| *Pparα* | ACAAGGCCTCAGGGTACCA | GCCGAAAGAAGCCCTTACAG |
| *Pparδ* | GCCTCGGGCTTCCACTAC | AGATCCGATCGCACTTCTCA |
| *Pparγ* | GAACCTGCATCTCCACCTTATT | TGGAAGCCTGATGCTTTATCC |
| *Ucp2* | ATGGTTGGTTTCAAGGCCACA | CGGTATCCAGAGGGAAAGTGAT |
| *Vldlr* | GTGACCACAGCAGTATCAGAAG | CTGCCATCACTAAGAGCAAGAA |

How the deposited data were processed for this re-analysis (not part of the article)

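BCL6, PPARα and PPARδ were mapped by ChIP-seq in mouse liver. The values above come from 7 peak lists: BCL6, PPARα and PPARδ in fed and in fasted C57BL/6 livers, and BCL6 in fed *Bcl6 fl/fl* livers. Each list combines 3 biological replicates, 21 samples in all. Fasted mice had no food for 16 to 18 hr.

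The authors aligned reads to mm10 with Bowtie and kept reads with a unique place in the genome and at most 1 read per start position. The authors called peaks with HOMER on pooled replicates against input, then used DESeq2 on the tags of individual libraries to keep peaks with at least 2-fold enrichment at a false discovery rate under 0.05. The deposited lists hold 3 columns, the chromosome, start and end of each peak in bp with no count, score or p-value, and the order of the peaks was not used. No normalization applies to such positions. The number of reads per library is not in the lists, so the depth is unknown, and so is how far it differed between fed and fasted livers. Reads that match several places were left out by the authors, so near-identical copies of a sequence, as in the *Acot* cluster, can lack peaks.

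Peak centers were compared with the study's distance of 200 bp. Fed and fasted peaks of a factor were combined into sites by single linkage, and sites of different factors were joined the same way. The overlap of BCL6 and PPARα was compared with 1000 random circular shifts of the BCL6 sites within each chromosome. Promoters ran from 1000 bp upstream to 100 bp downstream of the TSS of any of 45687 RefSeq transcripts on GRCm38, the assembly of mm10. Gene families and named genes used the nearest TSS of 21000 protein-coding genes within 1 Mb, and one-sided binomial tests against the share of the genome nearest to a family. The families and the list of lipid genes were fixed from the paper's text before the lists were read. Consensus sequences were searched in windows of 50 bp, with random windows from the same chromosomes or windows 1000 bp to either side as controls, and the reversed sequence as a second control. Repeats were not masked in the main scan, whereas the study masked them, and the masked scan was added later. Counts were compared by two-sided Fisher's exact tests, and p-values were adjusted by the Benjamini-Hochberg method within each family of tests. ChIP-qPCR amplicons were placed by exact match of both primers, and a peak counted as present if its center lay within 200 bp of the amplicon center.

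Named genes were chosen by a rule: the 16 genes with a ChIP-seq track or a ChIP-qPCR region in the study, and the 5 genes with the most shared sites. The rule also asked for the highest-scoring peak of each list, which cannot be named without scores. Tests of peak strength that were planned for the shared peaks and for the peaks lost with fasting could not be made for the same reason. *Heatr4* and *Fance* are named outside the rule, after their values were seen.

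The functions were tested on simulated data. With 5000 sites planted in common between lists of 15642 and 21410 sites, 5000 were found. Of 200 pairs of independent lists of 2000 and 4000 sites, the shift test called 6 at a p under 0.05. With planted overlap it counted 5102 sites near the other list, against at most 169 after a shift. This simulation was redrawn once, because sites first placed on a regular grid fell back on the grid under some shifts. All of 1000 BCL6 elements planted in 15642 windows were recovered. Of 4000 random positions on chromosome 19, 129 were nearest to *Slc* genes, where 124 were expected from their share of the chromosome.

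Alternatives covered the distance that counts as shared (100 bp, 400 bp, or an overlap of the peak intervals by at least 1 bp), the counting of sites, the shifts, the promoter window and gene set, the windows, controls and mismatches of the scan, the reach of the nearest TSS, the BCL6 list, the distance to an amplicon, and autosomes with X only. Corepressor, histone and knockout ChIP-seq and RNA-seq samples were not used here, as no peak list or table of them was deposited among these lists. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.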

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

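The tests in this part were chosen before the result was seen. BCL6 was mapped in fed livers of C57BL/6 and of *Bcl6 fl/fl* mice, and the paper does not compare the lists. Of 17454 peaks in *Bcl6 fl/fl* livers, 10860 had a C57BL/6 peak within 200 bp (62.2%, 95% confidence interval 61.5% to 62.9%), and 6594 did not. In C57BL/6 livers 69.4% of peaks had a partner (68.7% to 70.1%) and 4782 had none. What drew attention was the BCL6 element at the peaks found only in *Bcl6 fl/fl* livers. It was held by 5.63% of them (5.10% to 6.21%), against 1.62% of windows 1000 bp to either side.

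These same shares, written as an odds ratio of 3.61 (Fisher's exact test, adjusted p = 1.07e-50 over 126 tests), argue against background that falls alike on the peaks and the windows beside them. The shares are the finding itself and not a further test of it. Background at open chromatin remains open, because the paper describes BCL6 sequences as STAT-like, so other factors could bind them there. The paper reports highly similar peaks with *Bcl6 LKO* livers in place of input as background, which was not analysed here. The reversed sequence gave 0.793, and peaks found only in C57BL/6 livers had the element at 4.20%, an odds ratio of 2.79. How many of the peaks found in a single list are background is not known from these shares. The distance rule is argued against as well, since only 1.03% of the unmatched *Bcl6 fl/fl* peaks and 1.40% of the unmatched C57BL/6 peaks gained a partner at 400 bp. A difference in depth, in the calling threshold or between sequencing batches, and a difference between the strains, remain open and untested, because each mouse line has a single pooled list.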

How the results depend on the processing

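The alternatives were set before the data were examined, except for the GENCODE transcripts, the masked repeats, and the tests of PPARδ peaks by state, of single-state BCL6 sites and of shared sites with each factor in a single state, which were chosen after seeing the data. Of 254 values recomputed for 77 results, 233 stayed as they were by these rules: a tested value kept its direction and its side of the threshold, a share stayed within its counting error, and a count stayed within 1.5 times the main count. The direction was reversed for 2 gene families, neither of them past the threshold in either setting: *Nduf* went from 0.678-fold to 1.10-fold with a TSS within 100 kb, and ribosomal protein genes from 1.03-fold to 1.00-fold on autosomes and X only. All other values on autosomes and X stayed as they were, and so did all 40 with overlapping peak intervals in place of centers.

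With 100 bp between centers, shared sites were 73.9% of BCL6 and 38.9% of PPARα sites, PPARδ sites with PPARα 82.3%, and the fed BCL6 lists had 61.2% (*Bcl6 fl/fl*) and 68.3% (C57BL/6) in common. At that distance 2 tests passed the threshold that had not: the share of fed PPARδ peaks kept on fasting with against without PPARα (odds ratio 1.38), and the share of BCL6 sites called only in fed against only in fasted livers that the *Bcl6 fl/fl* list holds (odds ratio 1.17). With 400 bp, the first 3 shares were 78.6%, 41.5% and 86.0%. These shares follow from the distance itself, while the cause of both changes in a test was not tested.

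In the fasted lists, 94.1% of distances were under 100 bp; the cause was not tested. The promoter share of shared sites was 6.11% with 1000 bp on either side of a TSS, 13.6% with 5000 bp upstream to 1000 bp downstream, 3.99% with protein-coding genes only and 6.50% with GENCODE transcripts, following the width and number of promoters. With 1 mismatch fewer, the C/EBP, FXR and LXR elements were each left in 0.0128% of peak windows (2 windows) and no longer passed the test (Fisher's exact test, p = 0.500), as so few matches do not. With a TSS within 100 kb, ribosomal protein genes rose to 1.64-fold and passed the test; the cause was not tested.

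No paired analysis was possible because peaks were called over pooled replicates and the lists hold no values per replicate. For the same reason no replicate was left out, and the alternative of taking the stronger peaks of each list was not computable, as no peak has a score. Depth is unknown, so its effect on the number of peaks in a feeding state is open.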

Differences from the paper's values

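Of the values stated in the paper's text that were compared here, none differed from the value computed by more than 1.5 times. This held in the main setting and under the alternatives set before the data were examined. The rule is loose for large shares. The share of shared sites outside promoters ran from 86.4% to 96.0% with other promoter definitions, where the paper gives over 95%. Centers under 100 bp apart made up 94.1% in the fasted lists, where the paper gives over 96% for the combined lists. The paper's fall in PPARδ binding on fasting is shown as tag density and was not compared. The tests cited here were chosen before their results were seen, except the masked scan and the test of shared sites where each factor was called in a single state.

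The paper states that LXR motifs were absent near BCL6 sites. The LXR element was rare here, but more frequent at fed BCL6 peaks than in random windows, at 16 against 4 windows (odds ratio 4.00, adjusted p = 0.0118). Against flanking windows in place of random windows the odds ratio was 2.67 (two-sided Fisher's exact test, p = 0.0142), and with repeats masked, a setting chosen after seeing the data, 3.25 (13 peak windows, Fisher's exact test, p = 0.0490). At the peaks of fed *Bcl6 fl/fl* livers it was 5.10 against the flanks (28 peak windows, adjusted p = 1.93e-06), and at peaks found only in C57BL/6 livers 2.00, which was not past the threshold (3 peak windows, Fisher's exact test, adjusted p = 0.421). When no mismatch was allowed, 2 windows with the LXR element were left and the test did not call it. The paper counted known motifs of HOMER, whereas fixed consensus sequences were counted here, so the motif definitions are not the same.

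The paper reports FXR motifs as less enriched than PPAR motifs. As a share of fed BCL6 peaks FXR was the lower, at 0.160% against 1.68% for DR1, which was scanned with more mismatches allowed. By odds ratio it was the higher, at 12.5 against 9.89 over random windows and 25.0 against 8.90 over the flanks. With DR1 held to 1 mismatch, as FXR was, DR1 had an odds ratio of 12.0 over random windows and a share of 0.307%, so the odds ratios were then close and the order of the shares was the paper's. The difference between the elements was not tested.

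The paper states that PPARα binding rose at shared sites with fasting. As calls, PPARα was found in fed livers only at 1645 shared sites and in fasted livers only at 1588, so the number of shared sites with a PPARα call did not rise. Its gain in calls lay at sites without BCL6, with 2649 in fed livers only and 10381 in fasted livers only. Where each factor was called in a single state, the state was the same at 1487 shared sites and opposite at 874 (odds ratio 0.156). The paper's measure over all shared sites is tag density, which the lists do not hold. The paper also reports the change in browser tracks at several PPARα target genes and by ChIP-qPCR. PPARα was called at all 15 ChIP-qPCR regions in fed and in fasted livers, so calls could not show a rise there. The counts of calls therefore do not decide whether PPARα binding rose at sites called in both states. For BCL6 the direction was the paper's, with 5364 shared sites called in fed livers only and 1402 in fasted livers only.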

Other observations

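The tests of this part were chosen before their results were seen, except the test of single-state BCL6 sites in the *Bcl6 fl/fl* list, at any distance, and the test of shared sites where each factor was called in a single state. The first pattern is the overlap of BCL6 and PPARα sites. Crowding of both factors into gene-rich regions is argued against as its cause, since the observed overlap was 55.4 times the mean after shifts of 10 to 100 kb (permutation test, p = 0.001, the smallest 1000 shifts can give). Open chromatin that draws in BCL6 without recognition of its element is argued against as the whole cause by the odds ratio of 2.25 for the BCL6 element at shared sites against PPARα sites without BCL6. That reading assumes that BCL6 itself binds the element, although the paper describes BCL6 sequences as STAT-like. Such open chromatin is not argued against for most shared sites, as 2.54% of them held the element (odds ratio 1.54 over the flanks), against 11.4% of BCL6 sites without PPARα (7.78). Windows at shared sites are centered between the factors, which can lower the first of these shares. The odds ratio of 2.10 for DR1 at shared sites against BCL6 sites without PPARα does not decide on open chromatin without recognition of a PPAR element. Other factors can bind DR1, as the paper describes for FXR, so more DR1 need not mean binding by PPARα. DR1 was also less frequent at shared sites (2.14%) than at PPARα sites without BCL6 (3.34%). PPARα sites without BCL6 are richer in promoters, so part of the ratio of 2.25 could come from sequence composition. The reversed BCL6 sequence, however, gave 1.13 (Fisher's exact test, p = 0.317). Since 95.4% of shared sites have neither element, how many of them bind a factor through its own element remains open.

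The second pattern is the loss of BCL6 calls at shared sites, where PPARα calls changed in both directions. If PPARα took the place of BCL6, sites with BCL6 in fed livers only should gain PPARα most often. Their odds ratio against all other shared sites was 1.64, but this value decides nothing, because the others are mostly sites called in both states and the share was higher still where BCL6 was called in fasted livers only (24.6% against 14.9%). At the 2361 of 13608 shared sites where each factor was called in a single state, the states were opposite less often than the same (odds ratio 0.156), which argues against an exchange as the leading change at those sites only. The BCL6 call was lost and the PPARα call gained at 797 shared sites, or 5.86%. The reverse, BCL6 gained and PPARα lost, was found at 77. Both calls were lost at 1142 sites and both gained at 345. Where PPARα was called in both states, the BCL6 call was lost at 3425 sites (25.2%) and gained at 980 (7.20%). An exchange in occupancy at sites called in both states, and a difference in depth between the fed and fasted libraries of a factor, remain open, as the lists hold no tag counts.

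The third pattern is the set of BCL6 peaks absent from the fasted list. If random dropout at the calling threshold were the reason, sites called only in fed and only in fasted livers should be found equally often in the *Bcl6 fl/fl* list. They were found at 51.1% (95% confidence interval 50.0% to 52.1%) and 48.9% (46.7% to 51.1%), an odds ratio of 1.09 (Fisher's exact test, p = 0.0910), while sites called in both states were found at 88.6%. With 100 bp between centers, the odds ratio was 1.17 (Fisher's exact test, p = 0.00134). The odds ratio was 1.05 at 400 bp (Fisher's exact test, p = 0.318) and 1.09 with overlapping peak intervals (Fisher's exact test, p = 0.0813). This test does not decide on dropout, because its outcome changes with the distance. Dropout that strikes both states equally would leave as many fasted-only as fed-only sites. There were 1957 and 7986, with 2176 and 8205 at 100 bp and 1891 and 7918 at 400 bp. The gap between these counts follows from the lengths of the lists, 15642 fed and 9613 fasted peaks, at each distance. The counts thus restate the pattern and are not a further test, although equal dropout alone would not make the lists unequal. A lower number of BCL6 sites in fasted livers, as the paper describes, and a lower depth of the fasted libraries both remain open.

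The fourth pattern is the 1246 PPARδ sites without PPARα. Background that falls alike on sites and flanks is argued against as their source as a set. DR1 was 23.0 times as frequent by odds ratio at these sites as 1000 bp to either side (4.41% of sites, 95% confidence interval 3.41% to 5.70%). It was about as frequent as at PPARδ sites with PPARα (5.16%, odds ratio 0.848, Fisher's exact test, p = 0.292). Background at open chromatin where another factor binds DR1 remains open. A special link to promoters is argued against too, with 6.82% of these sites in promoters against 6.46% of the others (odds ratio 1.06, Fisher's exact test, p = 0.618). Whether PPARα was missed there by its own threshold was not tested. No biological explanation was tested.

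At the 15 ChIP-qPCR regions, PPARδ was called at 14 in fed livers, the exception being *Acot3*, and at 8 in fasted livers. BCL6 was called in fed *Bcl6 fl/fl* livers at 14, the exception being *Cd36*. In those livers 7.29% of BCL6 peaks were in promoters.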
